# Exogenous miRNAs from *Moringa oleifera* Lam. recover a dysregulated lipid metabolism

**DOI:** 10.3389/fmolb.2022.1012359

**Published:** 2022-11-17

**Authors:** Valentina Roglia, Marina Potestà, Alessandra Minchella, Stefania Paola Bruno, Roberta Bernardini, Daniele Lettieri-Barbato, Federico Iacovelli, Angelo Gismondi, Katia Aquilano, Antonella Canini, Rosario Muleo, Vittorio Colizzi, Maurizio Mattei, Antonella Minutolo, Carla Montesano

**Keywords:** plant miRNAs, *Moringa oleifera* Lam, cross-kingdom interactions, lipid metabolism, inflammatioin

## Abstract

A balanced diet is critical for human health, and edible plants play an important role in providing essential micronutrients as well as specific microRNAs (miRNAs) that can regulate human gene expression. Here we present the effects of *Moringa oleifera* (MO) miRNAs (*mol*-miRs) on lipid metabolism. Through *in silico* studies we identified the potential genes involved in lipid metabolism targeted by *mol*-miRs. To this end, we tested the efficacy of an aqueous extract of MO seeds (MOES), as suggested in traditional African ethnomedicine, or its purified miRNAs. The biological properties of MO preparations were investigated using a human derived hepatoma cell line (HepG2) as a model. MOES treatment decreased intracellular lipid accumulation and induced apoptosis in HepG2. In the same cell line, transfection with *mol*-miRs showed similar effects to MOES. Moreover, the effect of the *mo*l-miR pool was investigated in a pre-obese mouse model, in which treatment with *mol*-miRs was able to prevent dysregulation of lipid metabolism.

## 1 Introduction

Given the importance of nutrition to human health, ensuring access to good food for all and ensuring its quality and safety, is one of the most important challenges facing the international community (FAO, IFAD et al., 2021). Malnutrition has a major impact on human health, and one of the most common forms of malnutrition worldwide is obesity. This pathology, characterized by excessive fat accumulation, is associated with an increased risk of morbidity and mortality (Lettieri Barbato and Aquilano, 2016; World Health Organisation, 2020). In addition, obesity has been linked to meta-inflammation (Rosen and MacDougald, 2006; McGregor and Choi, 2011; Hotamisligil, 2017) which triggers necrosis of adipocytes and releases fatty acids in the blood stream, leading to fat accumulation in other organs, such as the liver (Lumeng and Saltiel, 2011). Lipid accumulation in hepatocytes plays an important role in the onset of various diseases such as non-alcoholic hepatic steatosis (NAFLD), steatohepatitis (NASH), and hepatocellular carcinoma (HCC) (Canbay et al., 2007; Fabbrini et al., 2010; Sun and Karin, 2012; Saitta et al., 2019). Foods contain genetic material that appears to have an epigenetic regulatory activity (Zhang et al., 2012; Baier et al., 2014; Liang et al., 2015; Wagner et al., 2015; Teng et al., 2018; Munir et al., 2020; del Pozo-Acebo et al., 2021). Zhang and collaborators first described the presence of rice miRNAs in sera from humans and animals fed on this cereal (Zhang et al., 2012). In recent years, several studies have suggested that exogenous miRNAs may regulate gene expression between different species (Jiang et al., 2012; Chin et al., 2016; Hou et al., 2018; Zhang et al., 2019). The molecular mechanism underlying this cross-kingdom interaction may explain how diet strongly influences human health and disease development (Cui et al., 2017; Mohammadi et al., 2017; Quintanilha et al., 2017; Li et al., 2021). Several studies suggest that humans ingest exogenous miRNAs through diet and that, once absorbed, they can affect gene expression (Jiang et al., 2012; Zhang et al., 2012; Baier et al., 2014; Liang et al., 2014, 2015; Philip et al., 2015; Title et al., 2015; Zempleni et al., 2015; Zhou et al., 2015; Benmoussa et al., 2016; Quintanilha et al., 2017). There are important examples in the literature of such cross-kingdom interactions. For example, plant miR159a reduced breast cancer growth by inhibiting TCF7 expression in a tumor xenograft model (Chin et al., 2016), and promoted apoptosis in Caco-2 cells (Liu et al., 2020). Two conserved plant miRNAs, miR156, and miR167e-5p, appear to regulate Wnt/β-catenin signaling and maintain homeostasis of the intestinal epithelium, preventing colitis in mice (Li et al., 2019b; 2019a). In addition, strawberry miR168 inhibited T cell proliferation and reduced cytokine release by binding to TLR3 in dendritic cells (Cavalieri et al., 2016). Recently, our group has shown that miRNAs present in dried nuts have an anti-inflammatory effect in mammals by targeting Tumor Necrosis Factor Receptor 1 (TNFR1) in adipose tissue (Aquilano et al., 2019). Moreover, we showed that the introduction of synthetic and natural miRNAs from the drupe *Olea europaea*, restored the function of *hsa*-miR34a, which was deficient in tumor cells (Minutolo et al., 2018). Similarly, natural and synthetic miRNAs from MO were able to modulate the immune system response and to reduce HIV replication (Minutolo et al., 2021). Mankind has always used plants and herbs to treat various diseases. Traditional medicine is still a common remedy in many countries (Wachtel-Galor and Benzie, 2011; Kasilo and Trapsida, 2013), although extreme caution should be exercised as herbal preparations can be harmful to humans in some cases due to the presence of toxic molecules (Shaw et al., 2012; Syed et al., 2015; Mensah et al., 2019). MO is a common plant grown as a food source and has been used in African traditional medicine for centuries (Vergara-Jimenez et al., 2017; Bancessi et al., 2020). MO is considered a famine food because of its high nutrient content and resistance to drought, and every part of the tree is used (Saini et al., 2016; Bao et al., 2020; Mabrouki et al., 2020; Jain et al., 2021). There is increasing interest in the role of non-coding miRNAs in post-transcriptional regulation (Chin et al., 2016; Cui et al., 2017; Lundstrom, 2017; Morales et al., 2017; Hou et al., 2018; Yao et al., 2019). Attention is focused on the cross-kingdom concept which suggests that plant miRNAs may play a key role in regulating the expression of human proteins involved in important cellular processes. Cross-kingdom regulation seems to bring new importance to herbal medicine, as plant miRNAs have shown the ability to regulate perturbed signaling pathways in various pathologies (Sala-Cirtog et al., 2015). With this pilot study, we aim to demonstrate the effect of *mol-*miRs in combating dyslipidemia.

## 2 Materials and methods

### 2.1 *Moringa oleifera* preparations

#### 2.1.1 MO seed aqueous extract preparation

MO mature seeds were harvested in the Dschang District, West Cameroon (Africa) by the Cooperative of Medical Plant Producers SOCOPOMO. The seeds were sun-dried and stored until use. In our laboratory, the seeds were hulled and ground in a mortar to a fine powder, according to the traditional preparation. MO powder was then boiled in distilled water for 15 min. After cooling, the mixture was subjected to several centrifugations to remove solid residue. The MOES was then syringe filtered (0.45 µm, Minisart®) and stored at −20°C until use (Potestà et al., 2019).

#### 2.1.2 MO miRNAs extraction

MO miRNAs (*mol*-miRs) were extracted from MOES using the NucleoSpin® miRNA kit (MACHEREY-NAGEL, Germany). *mol*-miRs were quantified using a NanoDrop^tm^ Light Spectrophotometer (Thermo Fisher Scientific, United States). The presence of the main miRNAs (miR-156a, miR-159a, miR-159c, miR-160h, miR-162a, miR-166i, miR-167-5p, miR-171a, miR-393, miR-395a, miR-396c, miR-397, miR-398, miR-482b, miR-858a, miR-858b, miR-2118a) in the *mol*-miR pool was confirmed by quantitative RT-PCR (qRT-PCR) as previously reported (Gismondi et al., 2017; Minutolo et al., 2018; Potestà et al., 2019, 2020).

### 2.2 Cell culture

The human HepG2 hepatoma cell line was grown in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% foetal bovine serum, 100 U/ml penicillin, 100 mg/ml streptomycin and 2 mM L-glutamine (Lonza, United States). For maintenance, cells were harvested with a mixture of 170,000 U Trypsin/L and 200 mg/L Versene (EDTA) (Lonza, BioWhittaker™) and reseeded in fresh medium as a function of cell density.

### 2.3 MOES treatment

0.5 × 10^5^ HepG2 cells/mL were treated for 72 h with MOES at different concentrations (2.5 mg/ml, 5 mg/ml and 10 mg/ml). Cells were washed with PBS, collected, centrifuged and the pellets stored at −20°C for subsequent analyses.

### 2.4 *mol*-miR pool transfection

HepG2 cells were transfected with the *mol*-miR pool at a concentration of 5 μg/ml using lipofectamine (Hi-Fect, Qiagen, HF). Control HepG2 cells were treated with lipofectamine alone.

### 2.5 Cell viability and apoptosis

Cell viability was assessed using the Trypan Blue (Euroclone S.P.A. ITA) exclusion test. Viable and dead cells were counted using the Neubauer chamber. Apoptosis was assessed by flow cytometry analysis of isolated nuclei stained with Propidium Iodide (Sigma) using a CytoFLEX flow cytometer (Beckman Coulter, United States). Data acquisition and analysis were performed using CytExpert 2.2 (Beckman Coulter, United States). At least 150,000 events were counted for each sample.

### 2.6 Lipids and TNF-alpha intracellular staining

BODIPY (BPI) (Thermo Scientific) was used to evaluate the accumulation of lipid droplets in HepG2 cells, as previously described (Minutolo et al., 2018). The analysis was performed using a CytoFLEX flow cytometer. The gating strategy is shown in Supplementary Figure S2. TNF-alpha expression was evaluated by flow cytometry analysis. Transfected HepG2 cells stained with FITC Mouse Anti-Human TNF (BD Biosciences, Franklin Lakes, NJ, United States) were analyzed using a CytoFLEX flow cytometer (Beckman Coulter, United States) and CytExpert 2.2 software. 10,000 events were counted in live cells gate.

### 2.7 Computational prediction of miRNA-mRNA interactions

The prediction tool used in this work is a support vector machine (SVM)-based classifier, trained on an experimentally validated set of miRNA-mRNA interactions. This classifier discriminates potential miRNA-mRNA interactions by combining the output of nine different RNA-RNA prediction algorithms (Minutolo et al., 2021). We developed a code to automatically run the programs and generate an energy-based probability score (ES) and a probability-based score (PS) as output. The final ES score was obtained by reformulating the Fermi-Dirac Eq. (1):

$$ES=\overset{N}{\underset{i}{\sum }}\frac{1}{1+e^{\left(E_{i}\right)/RT}}$$ (1)

where E_i_ represents the interaction energy of the miRNA-mRNA pair and RT is the universal gas constant. The probability scores are simply summed using Eq. (2).

$$PS=\overset{N}{\underset{i}{\sum }}{SCORE}_{i}$$ (2)

The prediction codes and scoring functions were applied to a training set and a test set consisting of experimentally validated miRNA-mRNA interactions and used to build a classifier through the *sklearn. svm. SVC* function of the Python *scikit-learn* package (Pedregosa et al., 2011). The full description of the SVM classifier implementation is reported in our previous work (Minutolo et al., 2021).

### 2.8 *In vivo* mice experiments

*In vivo* experiments performed in accordance with accepted standards for the care and use of laboratory animals after the approval by the University Ethics Committee for Animal Experimentation (Institutional Animal Care and Use Committee—IACUC, Tor Vergata University) and national committees (Ministry of Health) with authorization n°378/2017-PR. A total of 12 young, 2 month-old male C57BL/6J mice (purchased from Harlan Laboratories S.r.l., 91 Urbino, Italy) were randomly divided into two groups (6 mice/group): mice fed a normal calorie diet (ND) (3.85 kcal/g among which 10% kcal from fat, 20% from protein and 70% from carbohydrate) and mice fed a high fat diet (HFD: 5.24 kcal/g among which 60% kcal from fat, 20% from protein, and 20% from carbohydrate). Each group (ND + *mol-*miR and HFD + *mol-*miR) was administered 3 µg of the *mol-*miR pool resuspended in RNA-free water orally by gavage every 2 days. The dose required for the *in vivo* study was chosen considering previous toxicological *in vitro* studies performed in murine cell lines (data not shown) and the average mouse blood volume (about 3 ml): 3 µg/mice/3 times per week *mol*-miR pool. The total dietary treatment was maintained for 5 weeks. The body weight of mice was measured every week from the start of the treatment (T_0_), and the weight change was assessed as delta between two consecutive time points (T_X_-T_0_). At the end of the treatments (5 weeks), mice have been sacrificed by cervical dislocation, organs harvested, weighed, and tissues were prepared for subsequent analysis.

### 2.9 Biochemical parameters

For serum protein electrophoresis, blood samples were collected in SST microtainers (Serum Separator Tube; Dickinson Company, Boston, United States) and centrifuged at 13,000 g for 7 min. For the measurement of blood glucose, mice were fasted overnight before blood sampling. Glucose and total cholesterol were measured using the automatic analyzer Keylab (BPC BioSed S.r.l., Rome, Italy) according to the manufacturer’s instructions.

### 2.10 Histological analysis

For histological analysis mouse livers were fixed in 10X formalin and embedded in paraffin. Hematoxylin and Eosin (H&E) staining was performed to evaluate the inflammatory state of liver tissues.

### 2.11 RNA extraction

Total RNA was extracted from mouse livers and HepG2 cells using TRIzol extraction, according to the manufacturer’s instructions (Invitrogen, CA). RNA was quantitated using a NanoDrop^tm^ Light Spectrophotometer (Thermo Fisher Scientific, United States) and stored at −20°C until use.

### 2.12 Reverse transcription

cDNA synthesis was performed using a high-capacity cDNA Reverse Transcription Kit (Applied Biosystem by Life Technologies NY, United States Invitrogen, CA) according to the manufacturer’s instructions. The cDNA was stored at 4°C until use.

### 2.13 Adipogenesis RT^2^ profiler PCR array

The expression of 84 metabolic genes involved lipid metabolism was analyzed in HepG2 cells treated with MOES 2.5 mg/ml, and mouse liver tissues exposed to *mol*-miR pool for 5 weeks. Analysis was performed on the cDNA obtained from total RNA using Human Adipogenesis RT^2^ Profiler PCR Array (PAHS-049Z; Qiagen) and Mouse Adipogenesis RT^2^ Profiler PCR Array (PAMM-049Z; Qiagen), respectively. A 7500 Fast Real-Time kit (Applied Biosystems) with SYBR Green detection (Hydra SYBR qPCR Master Mix, BIOLAB) was used according to the manufacturer’s instructions. Data elaboration was performed using the RT^2^ Profiler PCR Array Data Analysis software. Transcriptional levels were shown as fold change (HFD vs. ND; HFD + *mol*-miR pool vs. ND; HFD group vs*.* HFD + *mol*-miR pool). Values > 1.50 units or <0.5 units were considered significant. All dataset was submitted to Geo Repository http://www.ncbi.nlm.nih.gov/geo. Accession number: GSE125344 (human), GSE125346 (mouse).

### 2.14 MO miRNAs purification

*mol*-miRs were purified from mice liver total RNA using the NucleoSpin® miRNA kit (MACHEREY-NAGEL, Germany). *mol*-miRs were quantified using a NanoDrop^tm^ Light Spectrophotometer (Thermo Fisher Scientific, United States). The *mol*-miR pool was characterized by quantitative RT-PCR (qRT-PCR). The presence and concentration of the most conserved miRNAs were validated and measured as previously reported (Gismondi et al., 2017; Minutolo et al., 2018; Potestà et al., 2019, 2020). A Bio-Rad thermal cycler (IQ5) was used and amplification parameters were set according to the instructions of EXIQON pre-designed primers, as previously reported (Potestà et al., 2019, 2020). Relative expression of miRNAs was quantified using the 2^−ΔΔCt^ method, using 5S RNA as internal control.

### 2.15 Statistical analysis

Data are presented as mean ± standard deviation (SD). All experiments were repeated at least in triplicate (biologically independent measurements). To compare the means of two different groups, the unpaired Student’s t-test was used. For comparison of means of more than two groups, the nonparametric one-way ANOVA with the Kruskal-Wallis test was used. Pre-hoc statical analysis was performed to determine the sample size, we considered a power analysis of 0.8 and assumed an effect size of 4.0, based on the 30% difference in blood glucose levels between mice fed with ND and HFD (Aquilano et al., 2019). A sample size of *n* = 3 mice in each group (α error = 0.05 and β = 0.2) was estimated to reject the null hypothesis of no difference (http://www.statisticalsolutions.net/pss_calc.php). A nonparametric one-way post-hoc ANOVA corrected by Kruskal-Wallis test, was used for the statistical analysis of animal experiments. *p*-value < 0.05 (*), *p* < 0.01 (**) or *p* < 0.001 (***) were considered significant.

## 3 Results

### 3.1 Effect of MOES in HepG2 cells

To investigate the effects of MOES on the hepatocellular carcinoma HepG2 cell line, we first determined an appropriate dosage for treatment. Cells were treated with three concentrations of MOES: 2.5, 5, and 10 mg/ml for 72 h, as previously reported in a toxicology study (Potestà et al., 2019). After 72 h, MOES significantly decreases the number of viable cells (Figure 1A) and increased the number of apoptotic cells as evidenced by a dose-dependent increase of hypodiploid nuclei percentage (Figure 1B). At a MOES concentration of 2.5 mg/ml, a significant decrease in cell viability (about 20%) and an increase in hypodiploid nuclei were observed compared with controls (Table 1). At higher concentrations, treatment leads to a progressive decrease in cell number. Based on these results and previous results obtained with other cell lines (Potestà et al., 2019, 2020), 2.5 mg/ml MOES was used for further investigations. To determine whether MOES affects hepatic lipid accumulation, a typical feature of HCC and hepatic steatosis (Liu et al., 2010; Gu et al., 2016), HepG2 cells were stained with BPI and analyzed by flow cytometry. A significant decrease in Mean Fluorescence Intensity (MFI) and percentage of BPI positive cells was observed in treated cells compared with controls (Figure 2A and Table 1), indicating an ability of MOES to reduce intracellular lipid accumulation. Using a Human Adipogenesis RT^2^ Profiler PCR Array we found that MOES can modulate the expression of 84 genes linked to lipid metabolism. Comparing control and treated cells, 6% of the genes examined were upregulated, whereas 67% were downregulated (Figures 2B–D). Among the downregulated genes we found members of various metabolic pathways involved in tumorigenic and inflammatory processes (Supplementary Table S1).

**FIGURE 1:**
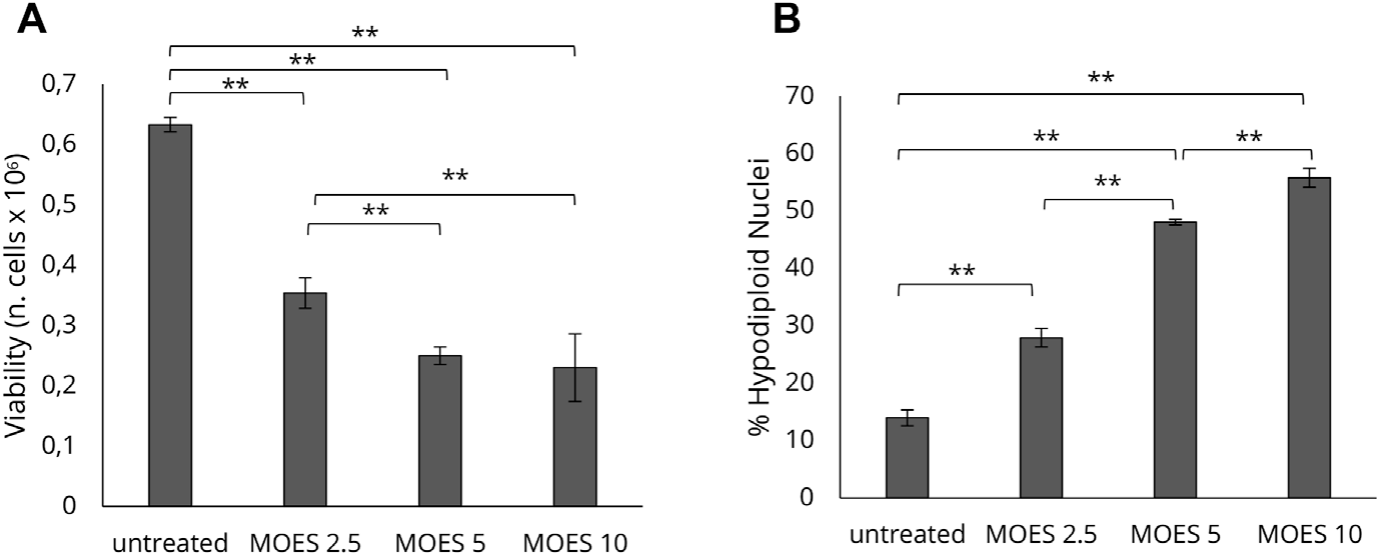
Dose-response effect of MOES on the HepG2 cell line. The effect at increasing concentrations (0, 2.5, 5, 10 mg/ml) of MOES on HepG2 cell viability and apoptosis. **(A)** The number of viable cells analysed by Trypan Blue assay after 72 h of treatment. **(B)** Percentage of apoptotic cells after 72 h of treatment, evaluated by propidium iodide staining and flow cytometry analysis. All results derived from, at least, three independent biological experiments (sample size *n* = 9). Histograms report the mean ± SD (**p < 0.01). Unpaired Student’s t-test was used.

**TABLE 1:** Effect of MOES on HepG2 cells.

*In vitro* model				CTR	MOES 2.5	MOES 5	MOES 10
HepG2	Viability	Trypan Blue assay	Fold Change Treated vs*.* Untreated	0.63 ± 0.01	0.35 ± 0.02	0.25 ± 0.015	0.23 ± 0.032
	Apoptosis	Propidium Iodide	% Hypodiploid nuclei	13.95 ± 2.31	27.89 ± 3.54	48.04 ± 5.45	55.75 ± 6.56

Mean ± SD of three independent measurement.

**FIGURE 2:**
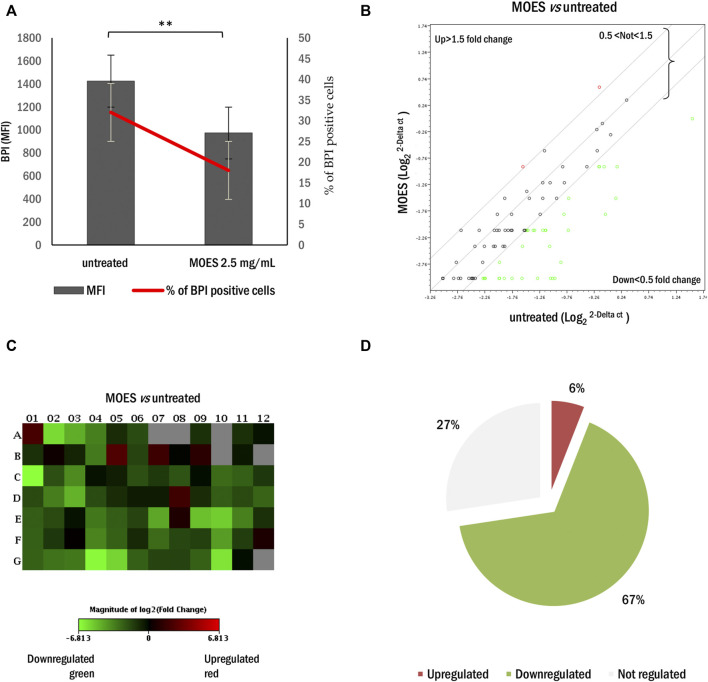
Effect of MOES on lipid metabolism in the HepG2 cells. **(A)** MFI (black column) and percentage (red line) of BPI positive HepG2 cells treated with MOES. All results derived from at least three independent biological experiments. The histogram reports the mean ± SD (**p < 0.01). Unpaired Student’s t-test was used. **(B)** The scatter plot array profile of genes involved in lipid metabolism in HepG2 cells. Elaboration by RT^2^ Profiler PCR Array Data Analysis software. Values > 1.50 or <0.5 were considered significantly upregulated (red dots) and downregulated (green dots), respectively. **(C)** The relative Heat Map shows the expression of upregulated (red) and downregulated (green) genes in HepG2 treated with MOES. **(D)** The number of genes and their percentage values, regulated by MOES, represented as Pie Chart.

### 3.2 Computational prediction of *mol*-miRs putative genes target in human

Based on our previous work, the modulatory activity of MOES was associated with the presence of *mol*-miRs in this extract (Potestà et al., 2020; Minutolo et al., 2021). Therefore, a bioinformatic analysis has been carried out searching for potential interactions between *mol*-miRs and genes involved in lipid metabolism. The prediction pipeline was based on an SVM classifier, trained on an experimentally validated set of miRNA-mRNA interactions, combining the output of several miRNA-mRNA interaction prediction algorithms implemented in our previous work (Minutolo et al., 2021)*.* For the analyses, we selected the same gene panel that was used for the Adipogenesis RT^2^ Profiler PCR Array. Interestingly, the prediction pipeline identified several *mol*-miRs in the MOES with a high probability of interacingt with the genes modulated by treatment in HepG2. As shown in Supplementary Table S1, this analysis indicated that of the 61 genes modulated by MOES, 22 were potential targets of *mol*-miRs in humans (with a greater than 60% probability of being assigned to the correct class).

### 3.3 Effects of *mol*-miR pool on viability, apoptosis, and lipid accumulation in HepG2 cells

We tested whether the *mol-*miR pool present in MOES could be the mediator of the biological effects observed in HepG2 cells. The effects of the *mol-*miR pool on cell viability and apoptosis were evaluated and compared with those induced by MOES. The *mol-*miR pool significantly reduced cell viability and increased apoptosis in HepG2 cells (Figure 3A). In addition, *mol-*miRs cause a significant decrease in both the percentage of BPI positive cells (Figure 3B) and MFI together with a decrease in intracellular lipid levels, compared to controls (Figures 3C,D). These results suggest that the *mol-*miR pool, like the MOES, is able to reduce cell proliferation and increase apoptosis by interfering with accumulation of lipids in HepG2 cells (Table 2). These processes are associated with inflammation, and TNF-alpha plays a key role as a pleiotropic pro-inflammatory cytokine (Jing et al., 2018; Sethi and Hotamisligil, 2021) We have recently shown that two conserved plant miRNAs, miR159a and miR156c, can impair TNF-alpha signaling by reducing inflammation (Aquilano et al., 2019). This finding was also confirmed in the present model, as we found that treatment with *mol-*miR pool, containing miR159a and miR156c, significantly reduces MFI and the percentage of TNF-alpha positive HepG2 cells (Figures 3E,F and Table 2).

**FIGURE 3:**
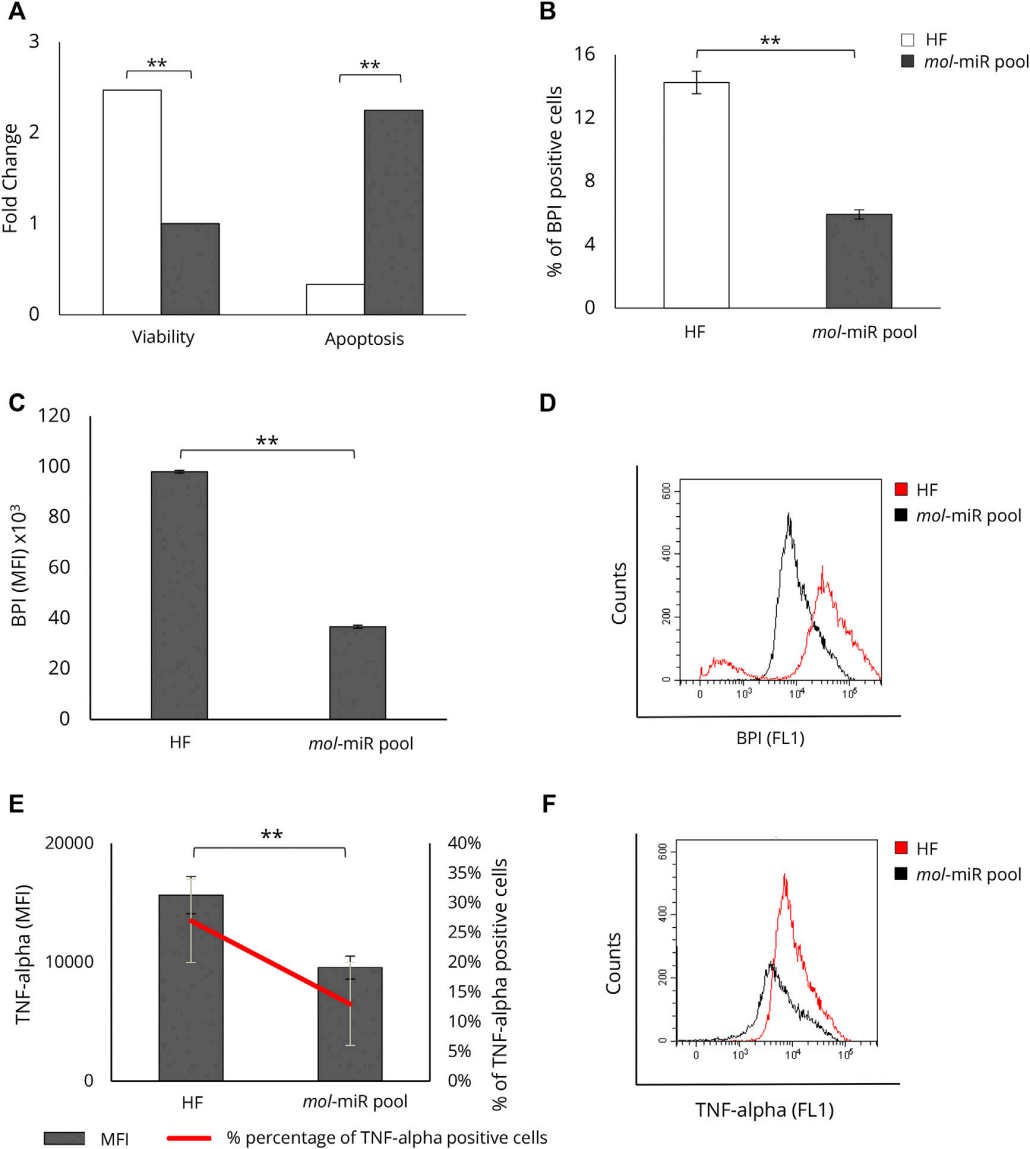
Characterization of *mol*-miR pool effect on HepG2 viability, apoptosis, and lipid accumulation. **(A)** Effect of *mol*-miR pool transfection on apoptosis and viability in HepG2 cells. **(B)** Percentage of BPI positive HepG2 cells treated with *mol*-miR pool. **(C)** MFI of BPI positive HepG2 cells treated with *mol*-miR pool. **(D)** Representative overlay histogram of lipid content in HepG2 cells treated with *mol*-miR pool. **(E)** MFI (black column) and percentage (red line) of TNF-alpha positive cells. **(F)** Representative overlay histogram of TNF-alpha in HepG2 cells treated with *mol*-miR pool. All results derived from at least three independent biological experiments (sample size *n* = 9). Histograms report the mean ± SD (**p < 0.01). Unpaired Student’s t-test was used.

**TABLE 2:** Effect of *mol-*miRs on HepG2 cells.

*In vitro* model				CTR	*mol*-miRs
HepG2	Viability	Trypan Blue assay	Fold Change Treated vs*.* Untreated	2.46 ± 0.11	0.35 ± 0.01
	Apoptosis	Propidium Iodide	Fold Change Treated vs*.* Untreated	1	2.25 ± 0.08
	Lipid Accumulation	BODIPY^TM^	Mean intensity of fluorescence	1,424 ± 965	592 ± 58
			% Positive cells	32 ± 9	14.24 ± 3.4
	Inflammation	TNF-alpha	Mean intensity of fluorescence	15,658 ± 932	9,568 ± 641
			% Positive cells	27 ± 9	13 ± 5

Mean ± SD of three independent measurement.

### 3.4 Computational prediction of *mol*-miRs putative target genes in mice

Before examining the effects of *mol*-miRs in the mouse model, we applied the prediction pipeline to search for their putative mRNA targets in *Mus musculus*. The analysis considered the same set of genes used for the analyses in *Homo sapiens*. The SVM classifier identified 41 genes as potential targets of *mol-*miRs (with a greater than 60% probability of being assigned to the correct class), 19 of which were consistent with *Homo sapiens,* as shown in Table 3. Of these 19 target genes, 17 were downregulated and 2 were upregulated by MOES treatment containing *mol*-miRs (Supplementary Table S2).

**TABLE 3:** List of the nineteen *mol-*miRs target genes in common between *Homo sapiens* and *Mus musculus,* with relative *mol-*miRs and binding energy shown as score.

Genes	Description	Pathway	*mol*-miRs predicted for human genes	*mol*-miRs predicted for murine genes
AGT	Angiotensinogen	Hormones	miR160h (0.65), miR395d (0.96), miR482b (0.97)	miR160h (0.90), miR159c (0.90), miR167f-3p (0.96), miR397a (0.68)
CDKN1A	Cyclin-dependent kinase inhibitor 1A	Tumorigenesis	miR395d (0.93), miR160h (0.96), miR166 (0.97)	miR160h (0.96)
CFD	Complement factor D	Adipokines	miR160h (0.95)	miR160h (0.97)
DIO2	Deiodinase, iodothyronine, type II	Pro-Brown Adipose Tissue	miR166 (0.96), miR396a (0.99)	miR159c (0.94), miR156e (0.94), miR166 (0.87)
EGR2	Early growth response 2	Pro-White Adipose Tissue	miR166 (0.60), miR159c (0.82)	miR167f-3p (0.95), miR159c (0.94)
INSR	Insulin receptor	Pro-Brown Adipose Tissue	miR396a (0.85), miR482b (0.98)	miR395d (0.90)
KLF2	Kruppel-like factor 2	Anti-White Adipose Tissue	miR2118a (0.87), miR482b (0.96), miR166 (0.97)	miR166 (0.97), miR160h (0.88)
LEP	Leptin	Adipokines	miR159c (0.95), miR482b (0.96), miR160h (0.96), miR166 (0.98)	miR395d (0.95), miR159c (0.91), miR160h (0.92)
LPL	Lipoprotein lipase	Enzymes	miR160h (0.61)	miR167f-3p (0.65)
MAPK14	Mitogen-activated protein kinase 14	Pro-Brown Adipose Tissue	miR393a (0.92), miR396a (0.98)	miR159c (0.93)
NRF1	Nuclear respiratory factor 1	Pro-Brown Adipose Tissue	miR160h (0.94), miR396a (0.97), miR482b (0.98)	miR167f-3p (0.85)
PPARA	Peroxisome proliferator receptor alpha	Beta-Oxidation	miR393a (0.75), miR160h (0.96), miR166 (0.96)	miR397a (0.96), miR482b (0.94), miR160h (0.87)
RB1	Retinoblastoma 1	Anti-Brown Adipose Tissue	miR160h (0.86)	miR159c (0.61)
RXRA	Retinoid X receptor alpha	Cholesterol Metabolism & Transport	miR160h (0.97), miR166 (0.98)	miR160h (0.93), miR159c (0.93), miR398a-5p (061), miR166 (0.61)
SFRP1	Secreted frizzled-related protein 1	Pro-Adipogenesis	miR160h (0.84), miR166 (0.84), miR482b (0.97)	miR160h (0.92), miR166 (0.92)
SHH	Sonic hedgehog	Tumorigenesis	miR159c (0.95), miR482b (0.98)	miR858b (0.96), miR167f-3p (0.72)
VDR	Vitamin D receptor	Tumorigenesis	miR160h (0.71), miR166 (0.97)	miR160h (0.91), miR398a-5p (0.91), miR166 (0.63)
WNT3A	Wingless-related MMTV integration site 3A	Tumorigenesis	miR171b (0.87), miR166 (0.92), miR482b (0.94), miR2118a (0.96), miR160h (0.98)	miR159c (0.93), miR395d (0.85)
WNT10B	Wingless related MMTV integration site 10b	Tumorigenesis	miR166 (0.62), miR167f-3p (0.88), miR395d (0.96), miR482b (0.96), miR2118a (0.96), miR160h (0.98)	miR858b (0.96), miR167f-3p (0.94), miR160h (0.91)

### 3.5 Effect of *mol*-miR pool on mechanisms associated with lipid accumulation in a pre-obese mice model

Hence, an *in vivo* study on C57BL/6J mice was conducted to elucidate the possible anti-inflammatory effect of the *mol*-miR pool and its ability to modulate lipid accumulation. Mice were fed HFD for 5 weeks to induce a pre-obese state and the effects of *mol-*miRs pool treatment on lipid metabolism were evaluated. HFD feeding led to an increase in body weight compared with mice fed ND. The HFD + *mol-*miR pool group exhibited similar body weight gain as the ND group (Figure 4A and Table 4). Furthermore, the HFD + *mol-*miR pool group had lower glucose levels than the HFD group and this level was comparable to that of the ND group. Although no significant difference in cholesterol levels was found between the HFD + *mol*-miRs and HFD groups, of the plasma cholesterol concentration in the HFD + *mol*-miRs group decreased compared with that in HFD mice; moreover, the cholesterol level in the HFD + *mol*-miRs group was similar to that in the ND group (Figure 4B and Table 4). In pre-obese and obese subjects, lipids gradually accumulate in various organs, with the liver being the first organ affected by excessive lipid accumulation (Ahmed et al., 2014; De Mello et al., 2018). As shown in Figures 4C,D and reported in Table 4, the weight of the livers of HFD mice were significantly higher than that of the livers of the HFD + *mol-*miR pool group (**p < 0.01). In addition, H&E staining of liver sections revealed marked lipid accumulation in HFD mice (Figure 4E), reflecting the lipid accumulation typical of overweight conditions. Lipid accumulation was not observed in HFD + *mol-*miR pool and in control groups.

**FIGURE 4:**
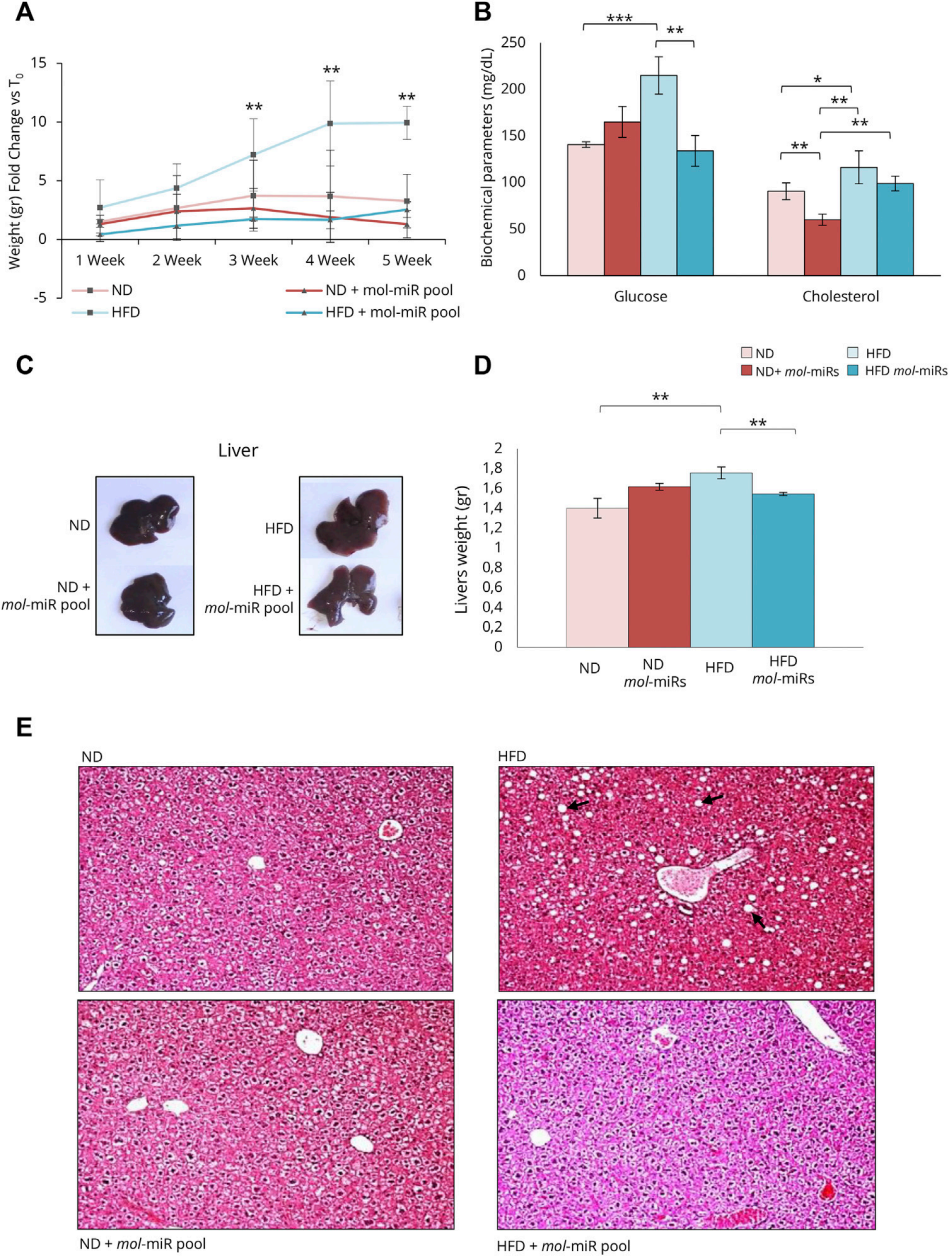
Effect of *mol*-miR pool in mice after High Fat Diet (HFD). **(A)** Delta of mouse body weight (grams). The mouse body weight was measured every week from the start of the treatment (T_0_). **(B)** Biochemical parameters in mice blood measured after 5 weeks. **(C)** An overview picture of mice livers. **(D)** Livers weights (grams). Histograms report the mean ± SD (*n* = 3 each group, **p < 0.01). Nonparametric one-way ANOVA corrected by the Kruskal-Wallis test was used. **(E)** Pictures of H&E staining of liver sections of ND or HFD mice supplemented and not with *mol*-miR pool. The black arrows in the HFD panel, indicate the lipid droplets accumulated in the hepatocytes.

**TABLE 4:** Effect of *mol-*miRs on mice.

*In vivo* model			ND	ND + *mol*-miRs	HFD	HFD + *mol*-miRs	Range value
C57BL/6J	Body weight	gr	3,26 ± 4.27	1,30 ± 1.17	11,6 ± 4.41	2,53 ± 0.66	
	Liver weight	gr	1.4 ± 0.59	1.52 ± 0.32	1.75 ± 0.07	1.54 ± 0.07	
	Glucose	mg/dL	140.66 ± 3.05	165 ± 36	215 ± 19,97	134 ± 16	60–130
	Cholesterol	mg/dL	90.66 ± 9.07	36 ± 4.24	116.33±	99 ± 18.92	50–120

Mean ± SD of three independent measurement.

### 3.6 Lipid metabolism gene profile of mice livers

Because prolonged HFD leads to alterations in liver morphology and function, the expression of genes related to lipid metabolism was examined using microarray RT-PCR analysis (Figure 5). 

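Gene expression in the livers was measured with a PCR array, a plate on which each well holds the primers of 1 gene. The measured value is the threshold cycle (Ct), the cycle at which the fluorescence of the product crosses a set level, so a lower Ct means a more abundant template and 1 cycle corresponds to a factor of 2. The authors deposited the Ct values of 4 liver samples, labelled ND, ND + *mol*-miR pool, HFD and HFD + *mol*-miR pool, with 1 well per gene and sample, and a table of fold changes between the groups. In the Ct table, the columns of the ND samples carry the abbreviation of low-fat diet. The ND supplied 10% of its kcal as fat and the HFD 60%, and the diets were given for 5 weeks. The paper reports 3 mice in each group, and its text does not state whether a liver sample came from 1 mouse or from several. With 1 sample per group there was no replicate check, and the differences given here have no error and no p-value. Each plate of 96 wells held 84 genes of adipogenesis and lipid metabolism, the 5 reference genes Gusb, Hprt, Hsp90ab1, Gapdh and Actb, 1 genomic DNA control, 3 reverse transcription controls and 3 positive PCR controls. The median Ct of the array genes that had a Ct was 25.4 in the sample labelled ND, 26.9 in ND + *mol*-miR pool, 28.4 in HFD and 27.4 in HFD + *mol*-miR pool. Lrp5 in the sample labelled HFD and Shh in the sample labelled HFD + *mol*-miR pool had no Ct and were set to 35. The Ct of each gene was normalized to the mean Ct of the 5 reference genes, which was 21.6 in ND, 22.1 in ND + *mol*-miR pool, 21.9 in HFD and 22.2 in HFD + *mol*-miR pool. Among the reference genes Gapdh varied most, by 2.18 cycles over the 4 samples, and Hsp90ab1 least, by 0.593 cycles. Fold changes were then calculated between pairs of samples, and values above 1.5 and below 0.5 were counted as upregulated and downregulated, as in the paper. The genomic DNA control, which amplifies DNA that is not transcribed, had a Ct of 26.8 in the sample labelled ND, 28.8 in ND + *mol*-miR pool, 34.7 in HFD and 33.4 in HFD + *mol*-miR pool. All samples are named here by their labels, because the directions calculated from the Ct values often differed from those in the authors' deposited table. The sign was opposite for 65 of the 84 genes in HFD vs. ND. When the Ct values were normalized to the mean of Hprt, Hsp90ab1 and Gapdh, a choice made after seeing the data, the HFD vs. ND values of the authors' deposited table lay within 0.01 (log2) of the ratio of the sample labelled ND to the sample labelled HFD for 64 of 83 genes, and within 0.01 of the ratio of the sample labelled HFD to the sample labelled ND for 0 genes.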

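Of the 84 genes, 48 had a Ct from 25 to 27 in the sample labelled ND, and 13 did so in the sample labelled HFD. No gene had a Ct above 30 in the sample labelled ND, whereas 26 genes did in the sample labelled HFD. The median log2 fold change of HFD vs. ND over the 84 genes was -2.53, and it ranged from -3.50 with Actb alone as the reference to 0.16 with the median Ct of the detected genes as the reference. The largest falls from the sample labelled ND to the sample labelled HFD were those of Lrp5, Wnt1 and Dlk1. Lrp5 went from a Ct of 26.3 to no Ct, a log2 fold change of -8.39 with the missing value set to 35. Wnt1 changed by -7.19 (log2), from a Ct of 26.0 to 33.5, and Dlk1 by -7.10, from 26.4 to 33.9. The largest rises were those of Irs1 (log2 fold change 1.04), Taz (0.79) and Srebf1 (0.75), and those of Taz and Srebf1 became falls with Actb alone as the reference (-0.18 and -0.21). In the sample labelled ND, 63 of the 84 genes had a Ct no more than 3 cycles earlier than that of the genomic DNA control, and in the sample labelled HFD 17 did, Lrp5 having no Ct there.

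**Figure D1:**
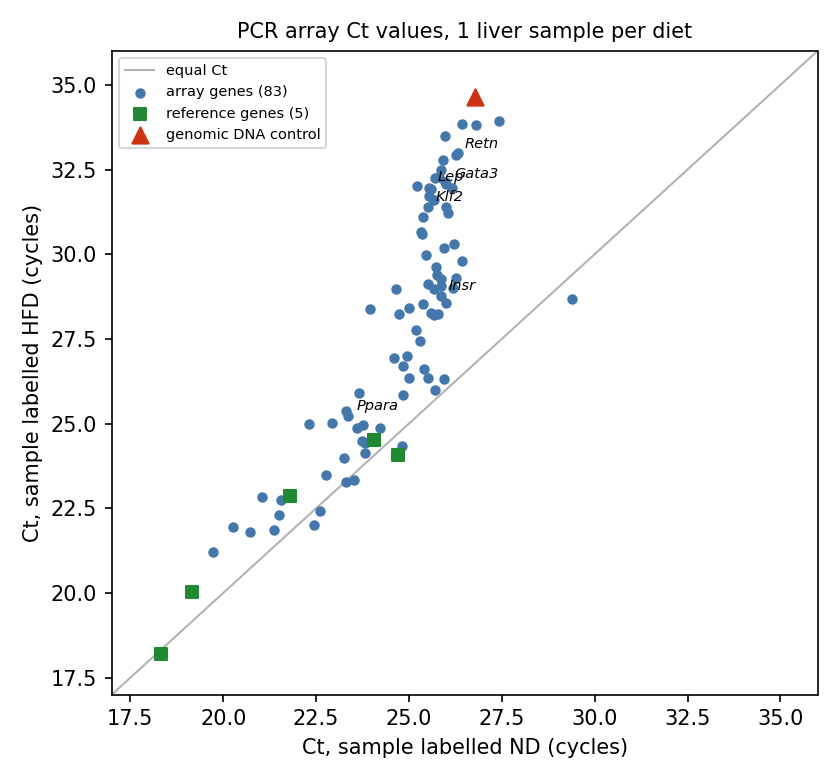
Ct of 83 array genes, the 5 reference genes and the genomic DNA control in the sample labelled ND (x axis, cycles) and the sample labelled HFD (y axis, cycles), each point a single well per sample. Lrp5 has no Ct in the sample labelled HFD and is left out. Points above the line of equal Ct have a later Ct in the sample labelled HFD, and the genomic DNA control is among the points farthest above it.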

The livers of HFD mouse showed an upregulation of genes involved in the control of lipid metabolism compared to those of ND mice (Figure 5A). Of the 84 genes comprising the array, 45 (53.6%) were significantly upregulated in HFD mice and only 7 (8.3%) were downregulated (Figures 5A,D). 

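Calculated from the Ct values, 3 of the 84 genes (3.57%) had a fold change above 1.5 in the sample labelled HFD relative to the sample labelled ND, and 61 (72.6%) had one below 0.5. The upregulated genes were Irs1, Srebf1 and Taz. With the median Ct of the detected genes in place of the reference genes, which moved the split most among the references tried, 35 genes were upregulated and 30 downregulated. The authors' deposited table has 48 genes above 1.5 and 8 below 0.5 in this comparison. Of the genes above 1.5 in the authors' deposited table, 45 were below 0.5 and 0 were above 1.5 when calculated from the Ct values. Irs1, Srebf1 and Taz are below 0.5 in the authors' deposited table, and 5 genes were below 0.5 in both.

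**Figure D2:**
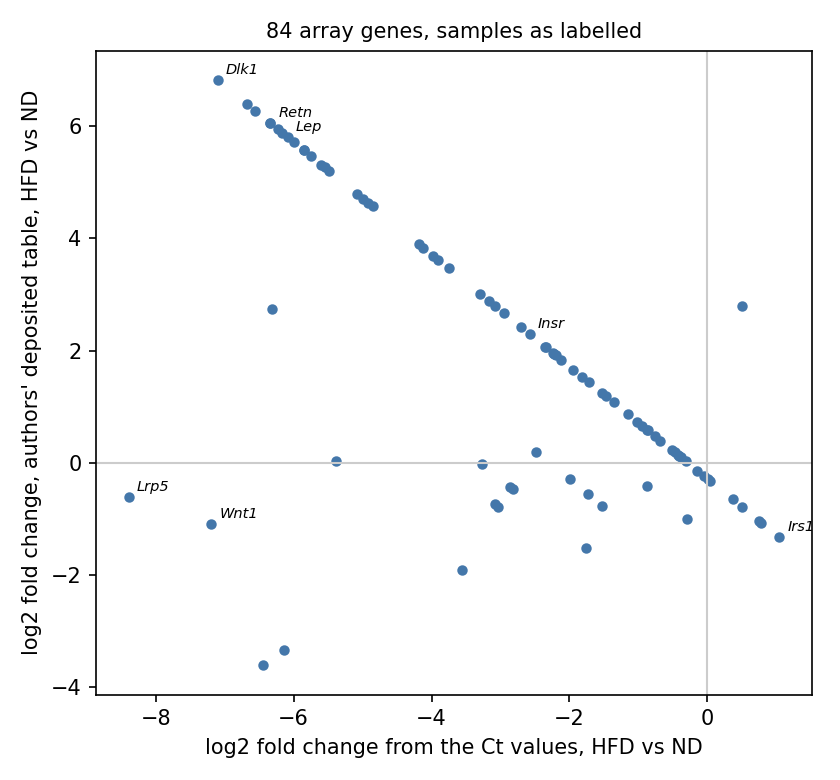
Log2 fold change of the 84 genes in HFD vs. ND, calculated from the Ct values with the samples as labelled (x axis) and in the authors' deposited table (y axis). Each point is 1 gene with 1 sample per group, and Lrp5 is drawn with its missing Ct set to 35. Dlk1 lies at -7.10 on the x axis and 6.82 on the y axis, and most of the other genes lie along a line that falls from the upper left to the lower right.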

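In the sample labelled HFD + *mol*-miR pool relative to the sample labelled ND, 12 of the 84 genes (14.3%) had a fold change above 1.5 when calculated from the Ct values, and 45 (53.6%) had one below 0.5. The largest rises were those of Cfd (log2 fold change 3.47), Sirt3 (1.73) and Irs1 (1.57). The largest falls were those of Shh, Retn and Wnt1. Shh had a Ct of 26.2 in the sample labelled ND and no Ct in the sample labelled HFD + *mol*-miR pool, a log2 fold change of -8.16 with the missing value set to 35. Wnt1 changed by -4.35 (log2). With Gapdh alone as the reference, 39 genes were upregulated and 27 downregulated, and with Hsp90ab1 alone 1 and 57. The authors' deposited table has 34 genes above 1.5 and 3 below 0.5 in this comparison. Of the genes above 1.5 in the authors' deposited table, 5 were above 1.5 and 24 below 0.5 when calculated from the Ct values, and of those below 0.5, 1 was above 1.5 and 0 were below 0.5.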

The HFD + *mol*-miRs group showed an altered pattern compared with the ND group with 16 (19.1%) genes were significantly upregulated, and 3 (3.6%) genes were downregulated (Figures 5B,E). Finally, the HFD + *mol*-miR pool group showed significant downregulation of gene expression compared with the HFD group. 

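From the Ct values, 71 of the 84 genes (84.5%) were upregulated in the sample labelled HFD + *mol*-miR pool relative to the sample labelled HFD, 1 gene (1.19%) was downregulated and 12 were not regulated. The downregulated gene was Shh, which had a Ct of 30.3 in the sample labelled HFD and none in the sample labelled HFD + *mol*-miR pool (log2 fold change -4.41 with the missing value set to 35). The next largest falls were those of Slc2a4 (-0.52) and Agt (-0.32), and both became rises with Actb alone (0.43 and 0.63) or Gapdh alone (0.49 and 0.69) as the reference. The largest rises were those of Cfd, Lrp5 and Dlk1. Cfd changed by 7.45 (log2), from a Ct of 29.0 to 21.8. Lrp5, with its missing Ct in the sample labelled HFD set to 35, changed by 6.16, and Dlk1 by 3.68. With the median Ct of the detected genes as the reference, 31 genes were upregulated and 7 downregulated, and with Hsp90ab1 alone 46 and 5. The authors' deposited table has 10 genes above 1.5 and 39 below 0.5 in this comparison, and 35 of the 39 were above 1.5 when calculated from the Ct values.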

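Gata3, Wnt3a, Gata2 and Wnt10b had log2 fold changes of 2.63, 2.58, 2.50 and 2.34 in the sample labelled HFD + *mol*-miR pool relative to the sample labelled HFD, calculated from the Ct values. The log2 fold change was 1.87 for Ppara, 1.85 for Wnt5a and 0.66 for Ppard. Ppard was the one of these genes whose direction depended on the reference, with -0.12 for Hsp90ab1 alone, -0.59 for the median Ct of the detected genes and -0.15 for Hprt alone, the last chosen after seeing the data. Fold changes for the same comparison in the authors' deposited table are 0.0231 for Gata3, 0.0329 for Wnt3a, 0.035 for Gata2, 0.062 for Wnt10b, 0.266 for Ppara, 0.122 for Wnt5a and 0.328 for Ppard. These values were set against the ratio of the sample labelled ND + *mol*-miR pool to the sample labelled ND, which exchanges the diet names. With the mean of Hprt, Hsp90ab1 and Gapdh as the reference, 31 of 84 genes were within 0.01 (log2), Ppard among them. Gata3, Wnt3a, Gata2, Wnt10b, Ppara and Wnt5a were not, and differed by 1.85 to 3.77 cycles. Of these 7 genes, all but Ppara had a Ct less than 3 cycles earlier than the genomic DNA control in the sample labelled ND.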

Thirty-nine genes (46.4%) were downregulated (i.e. Leptin, Resistin, Gata2, Gata3, Klf2, Ppra, Pprd, Wnt3a, Wnt5a, Wnt10b) and eight (5.5%) were upregulated (Figures 5C,F and Supplementary Table S3). These data suggest that the *mol-*miRs can reduce HFD-induced lipid dysmetabolism by regulating gene expression.

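Calculated from the Ct values with the samples as labelled, 0 of the 3 genes above 1.5 in HFD vs. ND were below 0.5 in HFD + *mol*-miR pool vs. HFD. Only 1 of the 84 genes, Shh, was below 0.5 in the latter comparison. The overlap could therefore hardly differ from 0, and it does not test a reversal. Of the genes above 1.5 in HFD vs. ND in the authors' deposited table, 39 are below 0.5 in HFD + *mol*-miR pool vs. HFD. From the genes with lower expression in the HFD + *mol*-miR pool group than in the HFD group, the paper proposes that the *mol*-miRs reduce the lipid dysmetabolism brought about by the HFD through the regulation of gene expression.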

**FIGURE 5:**
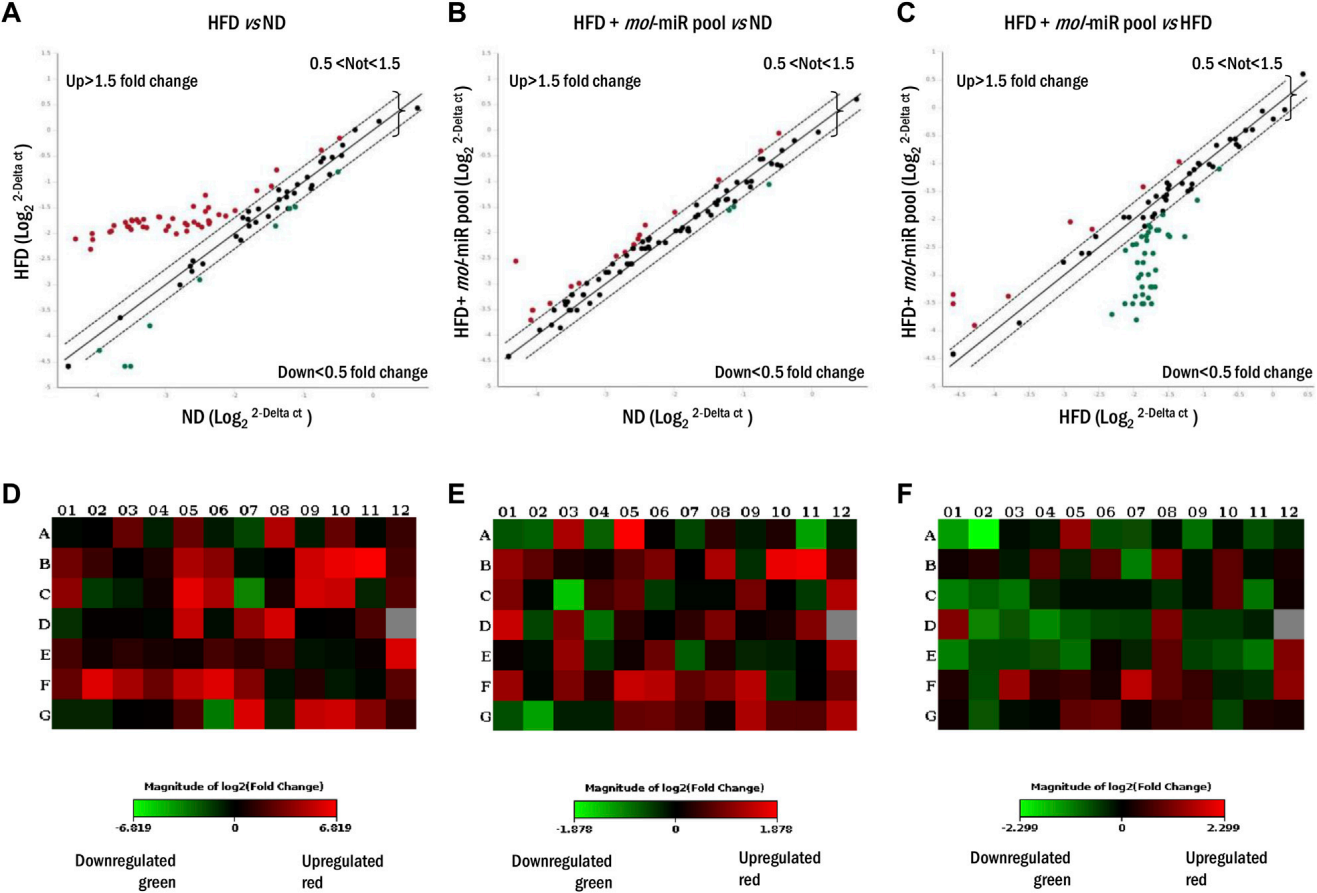
Lipid metabolism gene expression profile in livers of mice fed for 5 weeks with HFD and HFD + *mol*-miR pool. **(A–C)** Liver scatter plot array profile. Transcriptional levels of specific genes are shown as fold change. Values > 1.50 or <0.5 were considered significantly upregulated (red dots) and downregulated (green dots), respectively. Values between 1.5 and 0.5 were considered not regulated. **(D–F)** The relative Heat Map shows the expression of upregulated (red) and downregulated (green) genes in livers of mice subjected to **(D)** HFD vs*.* ND group, **(E)** HFD + *mol*-miR pool vs*.* ND group, **(F)** and HDF + *mol*-miR pool vs*.* HFD group.

### 3.7 Detection of *mol-*miRs in mouse livers

To exert their regulatory effect, *mol*-miRs must reach the target tissue after they are supplied with food. To confirm the presence of *mol*-miRs in mouse livers, RT-qPCR analysis was performed. Twenty *mol-*miRs, which are among the most conserved plant miRNA families were analyzed, and seven of them were identified in significant amounts in the livers of both ND and HFD mice treated with *mol*-miRs. Significantly lower amounts of *mol*-miRs (Table 5) were detected in the livers of the HFD + *mol*-miR pool group compared with the ND + *mol*-miR pool group, most likely due to their regulatory activity counteracting the effect of HFD and leading to degradation of the mRNA to which they are bound.

**TABLE 5:** The *mol*-miRs relative level in mouse livers, quantified by qPCR, and normalized with the housekeeping gene 5S rRNA.

	miR159c	miR156a	miR162a	miR171d	miR482b	miR397-5p	miR166i
HFD	0.213*	0.06*	2.044*	0.024***	0.11**	0.03***	00.001***
ND + pool	84.54**	35.91**	50.27**	184.39***	34.65**	145.00***	98.01***
HFD + pool	19.15**^++^	6.75*^++^	10.92**^++^	21.75**^++^	8.18*^++^	32**^++^	36.92**^+^

*p < 0.05, **p < 0.01 and ***p < 0.001 treated vs*.* ND. + *p*< 0.05 and ++*p*< 0.01 HFD + *mol*-miR pool vs*.* ND + *mol*-miR pool.

## 4 Discussion

Functional foods are defined as products rich in molecules that provide health benefits and, when included in a balanced diet, have preventive health benefits such as improving immune response, reducing the risk of disease and comorbidities, and may play an important role in weight control (Hodas et al., 2021). Many functional foods and nutraceuticals are derived from traditional medicine in various countries, and *M. oleifera* Lam. is one example. In this work, a model of lipid dysmetabolism and its treatment with a plant-based remedy based on an African ethnomedicine was evaluated. The lipid modulatory properties of MO are widely recognized (Barbagallo et al., 2016; Almatrafi et al., 2017; Oyeleye et al., 2019; Ezzat et al., 2020). In our studies, we focused on the use of miRNAs present in the MOES (Cui et al., 2017; Mohammadi et al., 2017; Quintanilha et al., 2017; Potestà et al., 2020; Minutolo et al., 2021) and their biological effects. First, the modulatory property of MO was investigated in HepG2 cells, an *in vitro* model of liver tissue. Treatment with *mol-*miRs was able to decrease lipid accumulation and induce apoptosis in this cell line. Furthermore, bioinformatic analysis assessed the ability of *mol*-miRs to interact with human and mouse genes involved in lipid metabolism and tumorigenesis. It is important to note that plant derived miRs share functional homology rather than sequence homology with mammalian miRs (Minutolo et al., 2018). The analysis evaluated the probability of interaction and binding energy between the *mol*-miRs and the mRNA of the genes analyzed. Interestingly, bioinformatic analysis confirmed the ability of *mol*-miRs to modulate gene expression in both humans and mice. In view of these results, a pilot study was performed in C57BL/6J mice. A pre-obese state was induced in the mice by HFD feeding, and interestingly, we found that supplementation with the *mol*-miR pool reduced weight gain. Consistent with this finding, genes that were upregulated by HFD diet were downregulated by *mol*-miR pool supplementation, suggesting a modulatory effect of plant miRNAs. 

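For the 48 genes with a fold change above 1.5 in HFD vs. ND in the authors' deposited table, the fold changes were calculated again from the Ct values. Between the samples labelled HFD and ND their median log2 fold change was -3.83, with 45 genes downregulated, 3 not regulated and 0 upregulated. Between the samples labelled HFD + *mol*-miR pool and HFD their median log2 fold change was 1.83, with 41 genes upregulated, 6 not regulated and 1 downregulated. The 48 genes were chosen by deposited ratios. For 64 of 83 array genes these lie within 0.01 (log2) of the ND to HFD ratio of the same Ct values. That match used the mean of Hprt, Hsp90ab1 and Gapdh, so the fall in HFD vs. ND was largely set by the choice of genes. In HFD + *mol*-miR pool vs. HFD, 71 of all 84 genes were upregulated.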

The liver plays key role in the regulation of lipid homeostasis, and obesity is strongly associated with liver abnormalities (Fabbrini et al., 2010; Sun and Karin, 2012; Saitta et al., 2019). HFD mice exhibit lipid accumulation in the liver that was not observed in HFD + *mol*-miR pool mice. The miRNAs present in the *mol*-miR pool were also detected in the liver tissue of mice not treated with *mol-*miRs (Table 5). This apparent inconsistency is due to the diet of the mice that is predominantly plant-based and therefore contains such miRNAs. Importantly, supplementation with *mol-*miRs significantly increased the presence of plant miRNAs in mouse livers, confirming that they entered this tissue. There was a significant increase in these miRNAs in ND + *mol*-miR pool mouse livers, although to a lesser extent that in HFD + *mol*-miR pool livers. Presumably the *mol-*miRs bound to the mRNAs and exerted their regulatory effect. The lowest amount of *mol*-miRs detected in the liver of HFD mice (Table 5) also suggests that the higher degradation of *mol*-miRs may be due to a longer delay in gastric emptying because of the high-fat content of the diet (Cunningham et al., 1991; Lettieri Barbato et al., 2014). The expression of important genes involved in both lipid metabolism and tumorigenesis was studied in mouse livers. Array analysis showed that genes generally upregulated in obesity were also upregulated in HFD mouse livers. 

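Relative to the sample labelled ND, 27 of the 84 genes were not regulated in the sample labelled HFD + *mol*-miR pool and 20 were not regulated in the sample labelled HFD. The median log2 fold change of the 84 genes relative to ND was -1.24 for HFD + *mol*-miR pool. Its sign depended on the reference, with -2.45 for Hsp90ab1 alone, 0.195 for the median Ct of the detected genes and 0.318 for Gapdh alone. From the Ct values, 45 of the 61 genes below 0.5 in HFD vs. ND were also below 0.5 in HFD + *mol*-miR pool vs. ND. Of the 3 genes above 1.5 in HFD vs. ND, 0 were not regulated in HFD + *mol*-miR pool vs. ND. The authors' deposited table has 28 genes that are not regulated in HFD vs. ND and 47 in HFD + *mol*-miR pool vs. ND. Of the genes above 1.5 in HFD vs. ND in the authors' deposited table, 19 are not regulated in HFD + *mol*-miR pool vs. ND and 29 remain above 1.5.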

Interestingly the HFD + *mol*-miR pool group shows a gene expression pattern analogous to the ND group (Supplementary Table S3 and Figure 5), demonstrating the regulatory activity of the *mol-*miR pool. Adipose tissue is a complex endocrine organ that contributes to the regulation of whole-body homeostasis (Gregor and Hotamisligil, 2011; Coelho et al., 2013; Leal and Mafra, 2013). The tissue actively secretes adipokines that act locally and systemically (Kershaw and Flier, 2004; Booth et al., 2016). Excessive adiposity leads to dysregulation of these cytokines, resulting in metabolic inflammation (Lettieri Barbato et al., 2014). The inflammation triggered by obesity is a peculiarity that manifests itself in a low-grade activation of innate immune responses that, over time, affect steady-state measures of metabolic homeostasis, and have a pro-inflammatory effect in multiple organs (Hotamisligil, 2006; Lumeng and Saltiel, 2011). Leptin normally acts as an endocrine hormone on the hypothalamus to regulate food intake and energy expenditure (Tilg and Moschen, 2006; Musi and Guardado-Mendoza, 2014; Martínez-Uña et al., 2020). Leptin is also a pro-inflammatory cytokine that is overexpressed during meta-inflammation, causing a general inflammatory state, such as in the liver, where it promotes the accumulation of lipids. 

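Lep, the gene of leptin, had a Ct of 25.5 in the sample labelled ND, 27.3 in ND + *mol*-miR pool, 32.0 in HFD and 29.9 in HFD + *mol*-miR pool. Normalized to the reference genes, the log2 fold change was -6.09 in HFD vs. ND, 2.36 in HFD + *mol*-miR pool vs. HFD and -3.73 in HFD + *mol*-miR pool vs. ND, with the samples as labelled. Over the references tried, the log2 fold change of HFD vs. ND lay between -7.05 and -3.40. The authors' deposited table gives fold changes for Lep of 55.9 in HFD vs. ND, 0.0338 in HFD + *mol*-miR pool vs. HFD and 1.89 in HFD + *mol*-miR pool vs. ND. The Ct of Lep was 1.22 cycles earlier than that of the genomic DNA control in the sample labelled ND, and 2.69 cycles earlier in the sample labelled HFD.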

We observed that Leptin is overexpressed in HFD mouse livers, whereas its expression was downregulated in HFD + *mol*-miR pool livers. Another important pro-inflammatory adipokine is Resistin, which is secreted by adipocytes and macrophages, and is thought to be a link between obesity and type 2 diabetes. Resistin increases LDL production in human hepatocytes, degrades LDL receptors, and reduces the ability of the liver to clear LDL (Tilg and Moschen, 2006). Resistin strongly upregulates the expression of other pro-inflammatory cytokines, such as TNF and IL-6 in human peripheral blood mononuclear cells (Tilg and Moschen, 2006). Accordingly, a consistent increase in the expression of Resistin was observed in HFD mice, whereas its level decreased in HFD + *mol*-miR pool mice. 

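The Ct of Retn, the gene of resistin, was 26.3 in the sample labelled ND, 28.8 in ND + *mol*-miR pool, 32.9 in HFD and 31.4 in HFD + *mol*-miR pool. Its log2 fold change with the samples as labelled was -6.35 in HFD vs. ND, 1.79 in HFD + *mol*-miR pool vs. HFD and -4.55 in HFD + *mol*-miR pool vs. ND. Fold changes of Retn in the authors' deposited table are 66.8, 0.0143 and 0.953 for the same comparisons. From the Ct values, the rise of Retn in HFD + *mol*-miR pool vs. HFD fell to 0.542 (log2) with the median Ct of the detected genes. That value is between the limits for regulation. The Ct of Retn in the sample labelled ND was 0.506 cycles earlier than that of the genomic DNA control of the same plate.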

Interestingly, Resistin was downregulated in HepG2 cells treated with the *mol*-miR pool, compared with untreated controls. TNF-alpha was also downregulated and this can be considered as a possible effect of both downregulation of Resistin and direct modulation of *mol-*miRs. Moreover, many genes belonging to families known to be involved in lipid metabolism were upregulated by HFD. These included, GATA binding proteins (GATA), Krüppel-like factors (KLFs), Peroxisome Proliferator Activator Receptors (PPARs), and the wingless-related MMTV integration site (WNTs) (Rosen and MacDougald, 2006). 

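The array holds 14 genes of these families. Between the samples labelled HFD and ND, 12 of them were downregulated, 2 were not regulated and 0 were upregulated when calculated from the Ct values. The log2 fold changes were -5.99 for Gata2 and -5.75 for Gata3, and those of the 5 Wnt genes lay between -7.19 for Wnt1 and -1.72 for Wnt5b. The 3 Ppar genes lay between -2.12 for Ppard and -1.53 for Ppara. Klf2 and Klf4 were downregulated, whereas Klf3 (0.03) and Klf15 (-0.14) were not regulated and changed direction with the reference, both being lower with Actb alone and both higher with Gapdh alone. With the median Ct of the detected genes as the reference, which sets the median of the array near 0, the 3 Ppar genes and Wnt5b were higher in the sample labelled HFD, while Gata2, Gata3, Klf2, Klf4, Wnt1, Wnt3a, Wnt5a and Wnt10b stayed lower. The authors' deposited table has 10 of the 14 genes above 1.5, 1 below 0.5 and 3 not regulated. With the exception of Ppara, Klf15 and Pparg, these genes had a Ct no more than 3 cycles earlier than the genomic DNA control in the sample labelled ND.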

KLFs are a large family of transcription factors involved in processes such as regulation of infection (Minutolo et al., 2014), differentiation, proliferation, and apoptosis (McConnell and Yang, 2010). Interestingly, a substantial increase in KLF2 gene expression was found in HFD mouse. 

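Klf2 had a Ct of 25.5 in the sample labelled ND, 27.9 in ND + *mol*-miR pool, 31.4 in HFD and 30.3 in HFD + *mol*-miR pool. The log2 fold change calculated from these values was -5.55 in HFD vs. ND, 1.34 in HFD + *mol*-miR pool vs. HFD and -4.21 in HFD + *mol*-miR pool vs. ND. The authors' deposited table gives fold changes of 38.5, 0.0328 and 1.26 for Klf2 in the same comparisons. From the Ct values, the rise of Klf2 in HFD + *mol*-miR pool vs. HFD depended on the reference. It was between the limits for regulation with Hsp90ab1 alone (log2 fold change 0.563) and with the median Ct of the detected genes (0.085). The same held for Hprt alone (0.533), chosen after seeing the data. In the sample labelled ND, the Ct of Klf2 was 1.27 cycles earlier than that of the genomic DNA control.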

KLF2 has indeed been linked to steatosis and triglyceride accumulation in the liver (Chen et al., 2014; Li et al., 2020). 

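Of the 61 genes with a fold change below 0.5 in the sample labelled HFD relative to the sample labelled ND, 54 had a fold change above 1.5 in the sample labelled HFD + *mol*-miR pool relative to the sample labelled HFD, 1 (Shh) had one below 0.5, and the others were not regulated. The overlap fell to 22 genes with the median Ct of the detected genes as the reference. The same reference gave 4 genes above 1.5 in HFD vs. ND and below 0.5 in HFD + *mol*-miR pool vs. HFD. Both comparisons use the 1 sample labelled HFD, so an error in it would move them in opposite directions. In the main setting 71 of all 84 genes were above 1.5 in HFD + *mol*-miR pool vs. HFD. The 54 genes therefore do not by themselves show a reversal of particular genes. Of the genes above 1.5 in HFD vs. ND in the authors' deposited table, 9 are between 0.5 and 1.5 in HFD + *mol*-miR pool vs. HFD and 0 are above 1.5.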

Interestingly, all of the genes that were upregulated in HFD mice, were downregulated in HFD + *mol*-miR pool mice. Another gene involved in the regulation of lipid metabolism is INSR, a transmembrane insulin receptor. Binding of insulin or other ligands to this receptor activates the insulin signalling pathway, which regulates uptake and release of glucose and the synthesis and storage of carbohydrates, lipids, and proteins (Payankaulam et al., 2019). Mutations in the INSR gene underlie inherited syndromes of severe insulin resistance. We found that INSR is overexpressed in the livers of HFD mice whereas a decrease occurs in the HFD group treated with *mol-*miRs. 

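Insr had a Ct of 25.9 in the sample labelled ND, 28.8 in the sample labelled HFD and 27.7 in the sample labelled HFD + *mol*-miR pool. The log2 fold change with the samples as labelled was -2.58 in HFD vs. ND and 1.37 in HFD + *mol*-miR pool vs. HFD. With the median Ct of the detected genes as the reference it was 0.11 in both comparisons. The authors' deposited table gives fold changes for Insr of 4.90 in HFD vs. ND and 0.514 in HFD + *mol*-miR pool vs. HFD, the latter between the limits for regulation. The Ct of Insr in the sample labelled ND was 0.918 cycles earlier than that of the genomic DNA control.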

Downregulation is also observed in MOES-treated HepG2 cells. Alteration of lipid metabolism is a crucial mechanism in the development of HCC, as lipid accumulation in hepatocytes leads to cell transformation (Elmore, 2007; Baffy et al., 2012; Gu et al., 2016; Saitta et al., 2019). Indeed, genes related to tumorigenesis were upregulated in HFD mice and downregulated in HFD + *mol*-miR pool mice. 

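Supplementary Table S3 lists 12 genes under tumorigenesis (Axin1, Bmp2, Bmp7, Cdk4, Cdkn1a, Shh, Src, Twist1, Vdr, Wnt3a, Wnt5a and Wnt10b). Calculated from the Ct values, 12 of the 12 genes were downregulated in the sample labelled HFD relative to the sample labelled ND, with log2 fold changes between -6.23 and -1.82 and a median of -3.65. With the median Ct of the detected genes as the reference, the median was -0.97 and 10 of the 12 genes remained lower. In the sample labelled HFD + *mol*-miR pool relative to the sample labelled HFD, 9 were upregulated, 2 (Axin1 and Cdk4) were not regulated and 1 (Shh, with its missing Ct set to 35) was downregulated. Axin1 and Cdk4 were lower with Gusb alone or Hsp90ab1 alone as the reference, and Axin1, Cdk4, Cdkn1a, Shh and Twist1 with the median Ct. The authors' deposited table has 11 of the 12 genes above 1.5 and 1 below 0.5 in HFD vs. ND, and 11 below 0.5 and 1 above 1.5 in HFD + *mol*-miR pool vs. HFD.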

Along this line of evidence, previous work suggested the ability of plant miRNAs to restore epithelial–mesenchymal transition (EMT), a mechanism associated with cancer, and lipid accumulation in HepG2 cells (Minutolo et al., 2018). In summary, using human and mouse models we show that MOES regulate lipid metabolism due to the presence of *mol*-miRs in the extract (Supplementary Table S4). In view of these results, *mol*-miRs can be considered as bioactive components of MOES; however, confirmation of this hypothesis requires further in-depth studies. Nevertheless, our results pave the way for a new therapeutic approach based on plant miRNAs for the treatment of diseases such as obesity. These miRNAs can be used as dietary supplements to complement therapeutic treatments and limit their side effects.

## Data Availability

The datasets analysed for this study can be found in the Geo Repository http://www.ncbi.nlm.nih.gov/geo. Accession number: GSE125344 (human), GSE125346 (mouse).

# Supplementary material for: Exogenous miRNAs from Moringa oleifera Lam. recover a dysregulated lipid metabolism
**Source:** Front Mol Biosci. 2022 Nov 17;9:1012359. doi: 10.3389/fmolb.2022.1012359
**Supplement:** Supplementary file 1

**Supplementary Table 1** Bioinformatic prediction analysis. 61 human genes modulated by MOES in HepG2 cell line and *mol*-miRs potential targets are reported. The fold changes (FC) of the up‑regulated genes are reported in bold; the FC of the down-regulated genes are reported in italic. The *mol*-miRs are reported with the score

# Supplementary material for: Exogenous miRNAs from Moringa oleifera Lam. recover a dysregulated lipid metabolism
**Source:** Front Mol Biosci. 2022 Nov 17;9:1012359. doi: 10.3389/fmolb.2022.1012359
**Supplement:** Supplementary file 2

**Supplementary Table 2** Human and murine target genes potentially regulated by *mol*-miRs. The fold change (FC) of up-regulated (bold) and down-regulated (italic) genes is shown. For each *mol*‑miR, the binding energy, shown as score, is reported. Human and murine genes, which appear to be potential targets of *mol*-miRs, are highlighted in gray

# Supplementary material for: Exogenous miRNAs from Moringa oleifera Lam. recover a dysregulated lipid metabolism
**Source:** Front Mol Biosci. 2022 Nov 17;9:1012359. doi: 10.3389/fmolb.2022.1012359
**Supplement:** Supplementary file 3

**Supplementary Table 3** Hepatic gene regulation in mice. Genes modulated by the mol-sR pool reported by function, considering the QIAGEN gene list for Adipogenesis and Fatty Liver. The fold changes (FC) of the up-regulated genes are reported in bold; the FC of the down-regulated genes are reported in italic

# Supplementary material for: Exogenous miRNAs from Moringa oleifera Lam. recover a dysregulated lipid metabolism
**Source:** Front Mol Biosci. 2022 Nov 17;9:1012359. doi: 10.3389/fmolb.2022.1012359
**Supplement:** Supplementary file 4

**Supplementary Table 4** Genes modulated by MOES in the HepG2 cell line and by *mol*-miR pool in pre-obese mice The fold changes (FC) of the up-regulated genes are reported in bold; the FC of the down-regulated genes are reported in italic

| **Gene name** | **HFD *vs* ND** | **HFD + *mol‑*miR *vs* ND** | **HepG2 + MOES *vs* HepG2** | ***mol*-miR target human genes** | ***mol*-miR target  murine genes** |
| --- | --- | --- | --- | --- | --- |
| Agt | 6,9692 | 3,6757 | *0,4739* | miR160h (0.65), miR395d (0.96), miR482b (0.97) | miR160h(0,90), miR159c(0,90), miR167f-3p(0,96), miR397a(0,68) |
| Cdkn1a | 8,0724 | 2,145 | *0,4401* | miR395d (0.93), miR160h (0.96), miR166 (0.97) | miR160h(0,96) |
| Cfd | 12,9511 | 1,8987 | *0,2981* | miR160h (0.95) | miR160h(0,97) |
| Dio2 | 47,5048 | 0,7939 | 2,3686 | miR166 (0.96), miR396a (0.99) | miR159c(0,94), miR156e(0,94), miR166(0,87), |
| Egr2 | 14,97 | 1,8947 | *0,0089* | miR166 (0.60), miR159c (0.82) | miR167f-3p(0,95), miR159c(0,94) |
| Insr | 4,9041 | 2,5193 | *0,3864* | miR396a (0.85), miR482b (0.98) | miR395d(0,90) |
| Klf2 | 38,4524 | 1,2605 | *0,4797* | miR2118a (0.87), miR482b (0.96), miR166 (0.97) | miR166(0,97), miR160h(0,88) |
| Lep | 55,8699 | 1,8895 | 3,7469 | miR159c (0.95), miR482b (0.96), miR160h (0.96), miR166 (0.98) | miR395d(0,95), miR159c(0,91), miR160h(0,92) |
| Lpl | 4,1785 | 1,9561 | *0,2644* | miR160h (0.61) | miR167f-3p(0,65), |
| Mapk14 | 3,8504 | 1,0681 | *0,1788* | miR393a (0.92), miR396a (0.98) | miR159c(0,93) |
| Nrf1 | 3,7659 | 1,7544 | *0,2898* | miR160h (0.94), miR396a (0.97), miR482b (0.98) | miR167f-3p(0,85) |
| Ppara | 2,3784 | 0,6316 | *0,0448* | miR393a (0.75), miR160h (0.96), miR166 (0.96) | miR397a(0,96), miR482b(0,94), miR160h(0,87) |
| Rb1 | 6,3467 | 2,2532 | *0,1757* | miR160h (0.86) | miR159c(0,61) |
| Rxra | 7,3973 | 1,232 | *0,0834* | miR160h (0.97), miR166 (0.98) | miR160h(0,93), miR159c(0,93), miR398a-5p(0,61), miR166(0,61) |
| Sfrp1 | 36,6566 | 2,7664 | *0,169* | miR160h (0.84), miR166 (0.84), miR482b (0.97) | miR160h(0,92), miR166(0,92), |
| Shh | 11,0655 | 1,629 | *0,143* | miR159c (0.95), miR482b (0.98), | miR858b(0,96), miR167f-3p(0,72) |
| Vdr | 61,7343 | 1,4763 | *0,2951* | miR160h (0.71), miR166 (0.97) | miR160h(0,91), miR398a-5p(0,91), miR166(0,63) |
| Wnt3a | 47,4061 | 1,5583 | *0,0139* | miR171b (0.87), miR166 (0.92), miR482b (0.94), miR2118a (0.96), miR160h (0.98) | miR159c(0,93), miR395d(0,85) |
| Wnt10b | 39,7257 | 2,464 | *0,167* | miR166 (0.62), miR167f-3p (0.88), miR395d (0.96), miR482b (0.96), miR2118a (0.96), miR160h (0.98) | miR858b(0,96), miR167f-3p(0,94), miR160h(0,91) |

# Supplementary material for: Exogenous miRNAs from Moringa oleifera Lam. recover a dysregulated lipid metabolism
**Source:** Front Mol Biosci. 2022 Nov 17;9:1012359. doi: 10.3389/fmolb.2022.1012359
**Supplement:** Supplementary file 5

Supplementary Material

# Experimental strategy

A graphical representation of the experimental design is presented in Supplementary Figure 1. *In vitro* studies: HepG2 hepatic tumor cells were treated with different concentrations of MOES for 72 h, and cell viability rates, apoptosis, and intracellular accumulation of lipid droplets were measured. Total RNA was extracted from HepG2 cells, and the expression of human lipid metabolism genes was assessed, and the data were explored by bioinformatics analysis to define the potential interactions between *mol*-miRs and human genes. Subsequently, HepG2 cells were transfected with a pool of *mol*-miR, and the same variables observed in the MOES cell treatments were evaluated (Supplementary Figure 1A). Before moving on to the *in vivo* study, the *Mus musculus* mRNA targets of *mol*-miRs were assessed. To investigate the effects of *mol*-miRs on lipid metabolism gene expression, a study was performed using a pre-obesity mouse model (Supplementary Figure 1B). For sample size determination, a pre-hoc statistical analysis was performed and a sample size of n=3 mice in each group was estimated. C57BL/6J mice were randomly divided into two groups (six mice/group): mice fed a normal-calorie diet (ND) and those fed a high-fat diet (HFD). Three mice from each group, were treated with the *mol*-miR pool (ND + *mol-*miRs and HFD + *mol-*miRs) by oral gavage every two days, and dietary treatments were maintained for five weeks. Mouse body weight was measured every week from the start of treatment, and plasma glucose and total cholesterol levels were measured at the end of treatment. Mice were sacrificed, the livers were explanted and weighed, and histological analysis was performed to study lipid accumulation (Supplementary Figure 1C). RNA was extracted from mouse livers to study the expression of lipid metabolism-related genes and to detect the presence of *mol*-miRs.

# Supplementary Figures

Supplementary Figure 1 Graphical representation of the experimental design. This scheme schematically depicts the study conducted with (A) MOES and *mol*-miRs *in vitro* and (B) *in vivo*. (A) HepG2 cells were treated for 72 hours with MOES or *mol*-miRs, and the variables analyzed were reported. (B) Mice were treated three times per week (t.i.w.) and were sacrificed at 5th week to analyze the parameters indicated in (C). Created with BioRender.com.

Supplementary Figure 2 Representative gating strategy used for the analysis of BODYPI (BPI) assay by Flow cytometry. For the analysis of the lipid accumulation, the HepG2 cells were stained with BPI. In the live cell gate (panel A: HepG2+Vehicle (HF); panel B: HepG2 + *mol*‑miR pool), 20000 events were recorded for each sample. The BPI analysis has been reported on a dot plot on the FL1 fluorescence *vs* SSC-A (panel A-E).

Supplementary Figure 3 The Heat Map show the expression of upregulated (red) and downregulated (green) genes in livers of mice subjected to HFD with respect to ND group, and relative table that provides the fold change data used for the Heat Map.

Supplementary Figure 4 The Heat Map show the expression of upregulated (red) and downregulated (green) genes in livers of mice subjected to HFD + *mol*-miR pool with respect to ND group, and relative table that provides the fold change data used for the Heat Map.

Supplementary Figure 5 The Heat Map show the expression of upregulated (red) and downregulated (green) genes in livers of mice subjected to HDF + *mol*-miR pool with respect to HFD group, and relative table that provides the fold change data used for the Heat Map.

Supplementary Figure 6 Liver dot plot array profile of ND *vs* ND + *mol*-miR pool. 

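Calculated from the Ct values, 4 of the 84 genes were above 1.5 in the sample labelled ND + *mol*-miR pool relative to the sample labelled ND, 41 were below 0.5 and 39 were not regulated. The largest rises were those of Irs1 (log2 fold change 2.82), Cfd (2.66) and Ddit3 (1.22). Vdr (-2.44), Retn (-2.01) and Lrp5 (-1.94) had the largest falls. With Gapdh alone as the reference 16 genes were upregulated and 9 downregulated, and with Hsp90ab1 alone 3 and 60. The authors' deposited table has 37 genes above 1.5 and 1, Shh, below 0.5 in this comparison. The Ct of the genomic DNA control was 2.04 cycles later in the sample labelled ND + *mol*-miR pool than in the sample labelled ND, and that of the reference genes 0.54 cycles later on average.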

Transcriptional levels of specific genes are shown as fold change. Values >1.50 or <0.5 were considered significantly upregulated (red dots) and downregulated (green dots), respectively. The Heat Map show the expression of upregulated (red) and downregulated (green) genes in livers of mice subjected to ND + *mol*-miR pool with respect to ND group, and relative table that provides the fold change data used for the Heat Map

# Supplementary Tables

**Supplementary Table 1** Bioinformatic prediction analysis. 61 human genes modulated by MOES in HepG2 cell line and *mol*-miRs potential targets are reported. The fold changes (FC) of the upregulated genes are reported in bold; the FC of the downregulated genes are reported in italic. The *mol*-miRs are reported with the score

**Supplementary Table 2** Human and murine target genes potentially regulated by *mol*-miRs. The fold change (FC) of upregulated (bold) and downregulated (italic) genes is shown. For each *mol*‑miR, the binding energy, shown as score, is reported. Human and murine genes, which appear to be potential targets of *mol*-miRs, are highlighted in gray

**Supplementary Table 3** Hepatic gene regulation in mice. Genes modulated by the *mol*-miR pool reported by function, considering the QIAGEN gene list for Adipogenesis and Fatty Liver. The fold changes (FC) of the upregulated genes are reported in bold; the FC of the downregulated genes are reported in italic

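The values in this table are fold changes from the PCR array, in which the Ct of a gene is set against the Ct of reference genes in the same sample and then against another sample, so each fold change rests on 2 samples and carries no error of its own. For the 10 genes compared here in HFD vs. ND (Lep, Retn, Gata2, Gata3, Klf2, Ppara, Ppard, Wnt3a, Wnt5a and Wnt10b), the fold changes in the table are the ones in the authors' deposited table, and the highest is that of Retn. Calculated from the Ct values with the samples as labelled, the fold changes of the same genes range from 0.0123 for Retn to 0.345 for Ppara.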

**Supplementary Table 4** Genes modulated by MOES in the HepG2 cell line and by *mol*-miR pool in pre-obese mice The fold changes (FC) of the upregulated genes are reported in bold; the FC of the downregulated genes are reported in italic

| **Gene name** | **HFD *vs* ND** | **HFD + *mol‑*miR *vs* ND** | **HepG2 + MOES *vs* HepG2** | ***mol*-miR target human genes** | ***mol*-miR target  murine genes** |
| --- | --- | --- | --- | --- | --- |
| Agt | 6,9692 | 3,6757 | *0,4739* | miR160h (0.65), miR395d (0.96), miR482b (0.97) | miR160h(0,90), miR159c(0,90), miR167f-3p(0,96), miR397a(0,68) |
| Cdkn1a | 8,0724 | 2,145 | *0,4401* | miR395d (0.93), miR160h (0.96), miR166 (0.97) | miR160h(0,96) |
| Cfd | 12,9511 | 1,8987 | *0,2981* | miR160h (0.95) | miR160h(0,97) |
| Dio2 | 47,5048 | 0,7939 | 2,3686 | miR166 (0.96), miR396a (0.99) | miR159c(0,94), miR156e(0,94), miR166(0,87), |
| Egr2 | 14,97 | 1,8947 | *0,0089* | miR166 (0.60), miR159c (0.82) | miR167f-3p(0,95), miR159c(0,94) |
| Insr | 4,9041 | 2,5193 | *0,3864* | miR396a (0.85), miR482b (0.98) | miR395d(0,90) |
| Klf2 | 38,4524 | 1,2605 | *0,4797* | miR2118a (0.87), miR482b (0.96), miR166 (0.97) | miR166(0,97), miR160h(0,88) |
| Lep | 55,8699 | 1,8895 | 3,7469 | miR159c (0.95), miR482b (0.96), miR160h (0.96), miR166 (0.98) | miR395d(0,95), miR159c(0,91), miR160h(0,92) |
| Lpl | 4,1785 | 1,9561 | *0,2644* | miR160h (0.61) | miR167f-3p(0,65), |
| Mapk14 | 3,8504 | 1,0681 | *0,1788* | miR393a (0.92), miR396a (0.98) | miR159c(0,93) |
| Nrf1 | 3,7659 | 1,7544 | *0,2898* | miR160h (0.94), miR396a (0.97), miR482b (0.98) | miR167f-3p(0,85) |
| Ppara | 2,3784 | 0,6316 | *0,0448* | miR393a (0.75), miR160h (0.96), miR166 (0.96) | miR397a(0,96), miR482b(0,94), miR160h(0,87) |
| Rb1 | 6,3467 | 2,2532 | *0,1757* | miR160h (0.86) | miR159c(0,61) |
| Rxra | 7,3973 | 1,232 | *0,0834* | miR160h (0.97), miR166 (0.98) | miR160h(0,93), miR159c(0,93), miR398a-5p(0,61), miR166(0,61) |
| Sfrp1 | 36,6566 | 2,7664 | *0,169* | miR160h (0.84), miR166 (0.84), miR482b (0.97) | miR160h(0,92), miR166(0,92), |
| Shh | 11,0655 | 1,629 | *0,143* | miR159c (0.95), miR482b (0.98), | miR858b(0,96), miR167f-3p(0,72) |
| Vdr | 61,7343 | 1,4763 | *0,2951* | miR160h (0.71), miR166 (0.97) | miR160h(0,91), miR398a-5p(0,91), miR166(0,63) |
| Wnt3a | 47,4061 | 1,5583 | *0,0139* | miR171b (0.87), miR166 (0.92), miR482b (0.94), miR2118a (0.96), miR160h (0.98) | miR159c(0,93), miR395d(0,85) |
| Wnt10b | 39,7257 | 2,464 | *0,167* | miR166 (0.62), miR167f-3p (0.88), miR395d (0.96), miR482b (0.96), miR2118a (0.96), miR160h (0.98) | miR858b(0,96), miR167f-3p(0,94), miR160h(0,91) |

How the deposited data were processed for this re-analysis (not part of the article)

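The expression of 84 genes of adipogenesis and lipid metabolism was measured by PCR array in 4 mouse liver samples, 1 for each of the groups ND, ND + *mol*-miR pool, HFD and HFD + *mol*-miR pool. Of the data deposited for this series, the mouse array was used here. The HepG2 array, the body and liver weights, the blood values and the detection of *mol*-miRs were not analysed here.

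The authors deposited 2 tables. The first gives a score per well, the Ct value as the instrument exported it, without normalization, for 96 wells and 4 samples, with missing values written as undetermined. In the second, the authors deposited a score per gene and comparison, a linear fold change for 4 comparisons, made with the manufacturer's analysis software. The paper's text does not name the reference genes or the Ct limit used for it. The columns of the first table were assigned to samples by their names, in which low-fat diet stands for the ND. All 4 columns of Ct values were used. The 84 gene names were all found as symbols in the RefSeq annotation of the mouse assembly GRCm38.p6, which was used for names alone because the study names no genome build.

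From the Ct values, missing values and values above 35 were set to 35, the mean Ct of Gusb, Hprt, Hsp90ab1, Gapdh and Actb was subtracted, and the difference between 2 samples was taken as the negative log2 fold change, which assumes a doubling in each cycle. Fold changes above 1.5 were counted as upregulated and those below 0.5 as downregulated, the limits that the paper gives. These settings, the alternatives to them and the rule for the genes named were fixed before the data were examined. The rule was to name the genes that the paper names for mouse livers, the other array members of the Gata, Klf, Ppar and Wnt families, the tumorigenesis genes of Supplementary Table S3, the 3 largest rises and the 3 largest falls of each comparison, the reference genes and the control wells.

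There was 1 sample per group and 1 well per gene and sample. The precision of a Ct value could therefore not be estimated, no test between groups was made, and no p-value is given. The alternatives were single reference genes, the median Ct of the genes detected in both samples, no Ct limit, a Ct limit of 32, filters on detection and on a Ct below 30, other limits for the fold change, and the deposited fold changes. A further 5 alternatives were added after the data were seen. The median log2 fold change of the predicted murine targets of Supplementary Table S2 was placed among those of 10000 random lists of the same size, drawn within 3 groups of genes of similar mean Ct.

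The deposited fold changes were compared with the Ct values for every combination of the 31 subsets of the 5 reference genes and the 12 ordered pairs of samples, which is 372 combinations for each comparison, and the genes with a difference under 0.01 (log2) were counted.

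The calculations were tested on simulated data made from the 84 genes, in which 20 changed genes out of 20 were recovered and 0 of the unchanged genes were called. The simulated fold changes had no measurement noise, so this checks the arithmetic and not the precision of the data. The calculations were run in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and the plots were drawn with matplotlib 3.10.9.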

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

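The test on the genes with a late Ct was chosen after the result was seen, and the comparison of the genomic DNA control of the HFD sample with the other samples was set before the data were examined.

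The genomic DNA control wells, which the paper does not discuss, gave a Ct in every sample. The Ct was 26.772 in the sample labelled ND, 28.817 in ND + *mol*-miR pool, 34.652 in HFD and 33.384 in HFD + *mol*-miR pool. The control is meant to stay without signal when the RNA is free of DNA. Genomic DNA in the HFD liver RNA, considered before the data were examined as a source of high apparent expression in HFD, would have given the sample labelled HFD the earliest control Ct, and its Ct of 34.652 was the latest of the 4. In the 2 samples labelled ND, however, the control was early. The 27 genes with a Ct above 30 or no Ct in the sample labelled HFD all had a Ct within 2 cycles of the control in the sample labelled ND, from 25.2 to 27.4, although their median in the sample labelled HFD was 32.0. Of the other 57 genes, 28 also had a Ct within 2 cycles of the control in the sample labelled ND, so closeness to the control does not by itself set the 27 genes apart. From ND to ND + *mol*-miR pool the Ct of these 27 genes rose by a median of 2.094 cycles, close to the 2.045 cycles of the genomic DNA control and not to the 0.54 cycles of the reference genes. The other genes rose by a median of 1.26 cycles. These genes were chosen by their Ct in the sample labelled HFD, which does not enter the difference between the ND samples. Genomic DNA in the 2 ND samples is therefore a candidate source of the signal of the genes of low abundance, and Lep, Retn, Gata2, Gata3, Klf2, Wnt3a, Wnt5a and Wnt10b are among the 27. A difference in RNA input would shift the reference genes as well, and their mean Ct was only 0.327 cycles later in the sample labelled HFD than in the sample labelled ND. A difference in expression between the groups could not be tested apart from this, and the pattern cannot be told apart from genomic DNA. If the diet names of the Ct columns were exchanged, which the match of the deposited fold changes leaves open (64 of 83 genes), the early control would belong to the HFD livers.

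Of the 12 reverse transcription control wells, 2 gave a Ct, both in the sample labelled ND + *mol*-miR pool (28.6 and 29.4). Of the 12 positive PCR control wells, 7 gave a Ct. In the sample labelled ND + *mol*-miR pool 3 of 3 did, at 18.3, 18.4 and 18.4 cycles. In ND 2 did, at 17.9 and 16.9, and in HFD and HFD + *mol*-miR pool 1 each, at 21.2 and 22.0. Among the wells that gave a Ct, the mean was 3.769 cycles later in the sample labelled HFD than in the sample labelled ND. This rests on 2 wells in ND and 1 in HFD. A lower efficiency over the whole plate could give such a value, but the mean Ct of the reference genes on the same plates differed by only 0.327 cycles. Because the reverse transcription controls gave no Ct in either sample, a smaller difference in efficiency cannot be told apart. No biological explanation applies to these wells.

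The effect of the *mol*-miR pool ran in opposite directions on the diets for 36 of the 84 genes, which were below 0.5 in ND + *mol*-miR pool vs. ND and above 1.5 in HFD + *mol*-miR pool vs. HFD. The difference was not tested, since each group has 1 sample. The number of such genes depends on the reference, and was 54 with Actb alone, 9 with Gapdh alone, 27 with Gusb alone, 35 with Hsp90ab1 alone and 2 with the median Ct of the detected genes. The number in the main setting is close to the 34.7 genes expected if the 41 genes that fell on the ND and the 71 that rose on the HFD were independent of each other. The authors' deposited table has 0 such genes and 19 genes with the opposite pattern. The genes of low abundance moved with the genomic DNA control on the ND (2.094 against 2.045 cycles), so genomic DNA could account for part of the fall on the ND. Among genes at least 3 cycles earlier than the control in both samples, chosen after seeing the data, 1 fell on the ND. It was also the only 1 with opposite directions. This restriction leaves 21 genes in ND + *mol*-miR pool vs. ND and removes those of low abundance, so it does not decide the source.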

How the results depend on the processing

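The alternatives Hprt alone, the mean of Hprt, Hsp90ab1 and Gapdh, the deposited fold changes with limits of 2 and 0.5, the restriction to genes at least 3 cycles earlier than the genomic DNA control in both samples, and the predicted targets with the deposited fold changes were chosen after seeing the data, and all others were set before the data were examined.

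In all, 48 gene fold changes and 18 summary results were recalculated. Under the alternatives set beforehand, the gene fold changes kept their direction and their side of the limits in 408 instances, reversed in 49, lost their call in 19 and gained one in 4. Under those added later the numbers were 89, 1, 4 and 2. Of the 49 reversals, 38 came with the deposited fold changes, which replace the calculation. Fold change limits cannot reverse a direction, and a Ct limit moves only genes without a Ct or with a late Ct. Of the 408 unchanged instances, 48 each came from no Ct limit, a Ct limit of 32, and limits of 1.5 and its inverse. Limits of 2 and 0.5 gave 45. Under the alternatives set beforehand, the summary results kept within 1.5 times the main value, or on the same side of the limits, in 153 instances and moved in 53. Under those added later they did so in 32 instances, moved in 34 and crossed a limit in 1. The log2 fold changes of Lep, Retn, Gata2, Gata3, Klf2, Wnt3a, Wnt5a and Wnt10b in HFD vs. ND stayed below 0 with every reference tried, and reversed with the deposited fold changes. Without a Ct limit, with a Ct limit of 32 and with limits of 1.5 and its inverse, every summary count stayed within 1.5 times the main one, but the Ct limit can move only the genes without a Ct and those with a late Ct. B2m alone was not run because the plate has no B2m well. No paired analysis was possible because each group had 1 sample. With 1 well per gene and sample, no difference between settings could be set against measurement error.

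With Actb alone as the reference, 0 genes were upregulated in HFD vs. ND, and Taz (-0.18) and Srebf1 (-0.21) reversed in that comparison, as did Slc2a4 (0.43) and Agt (0.63) in HFD + *mol*-miR pool vs. HFD. With Gapdh alone, 6 genes were upregulated in HFD vs. ND, 39 were upregulated and 27 downregulated in HFD + *mol*-miR pool vs. ND, and 16 were upregulated and 9 downregulated in ND + *mol*-miR pool vs. ND, and Slc2a4 (0.49) and Agt (0.69) reversed in HFD + *mol*-miR pool vs. HFD. With Gusb alone, 5 genes were upregulated in HFD vs. ND and 7 in HFD + *mol*-miR pool vs. ND, and 2 genes upregulated in HFD vs. ND were not regulated in HFD + *mol*-miR pool vs. ND. With Hsp90ab1 alone, 1 gene was upregulated in HFD vs. ND and 1 in HFD + *mol*-miR pool vs. ND, 1 gene upregulated in HFD vs. ND was not regulated in HFD + *mol*-miR pool vs. ND, 46 genes were upregulated and 5 downregulated in HFD + *mol*-miR pool vs. HFD, and Ppard reversed there (-0.12).

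The median Ct of the detected genes as the reference, which sets the centre of the array near 0, moved the counts most in HFD vs. ND and HFD + *mol*-miR pool vs. HFD among the references tried. It gave 35 genes up and 30 down in HFD vs. ND, 37 up and 29 down in HFD + *mol*-miR pool vs. ND, 31 up and 7 down in HFD + *mol*-miR pool vs. HFD, and 18 up and 3 down in ND + *mol*-miR pool vs. ND. Of the genes up in HFD vs. ND, 4 were then down in HFD + *mol*-miR pool vs. HFD and 2 not regulated in HFD + *mol*-miR pool vs. ND, and 22 genes were down in HFD vs. ND and up in HFD + *mol*-miR pool vs. HFD. It gave 5 upregulated family genes in HFD vs. ND. Of the tumorigenesis genes, 1 was up and 6 down in HFD vs. ND, and 5 were up and 2 down in HFD + *mol*-miR pool vs. HFD. Ppara (1.15), Ppard (0.57) and Insr (0.11) reversed in HFD vs. ND, and Ppard (-0.59) in HFD + *mol*-miR pool vs. HFD.

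With fold change limits of 2 and 0.5, 1 gene was upregulated in HFD vs. ND and 5 in HFD + *mol*-miR pool vs. ND. With the count restricted to genes with a Ct below the limit in both samples, or to genes with a Ct below 30 in at least 1 sample, 0 genes and 0 tumorigenesis genes were downregulated in HFD + *mol*-miR pool vs. HFD, because Shh, which has a Ct of 30.3 in one of the samples and none in the other, was left out.

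With the fold changes of the authors' deposited table in place of those calculated from the Ct values, 48 genes were up and 8 down in HFD vs. ND, 34 up and 3 down in HFD + *mol*-miR pool vs. ND, 10 up and 39 down in HFD + *mol*-miR pool vs. HFD, and 37 up and 1 down in ND + *mol*-miR pool vs. ND. Of the genes up in HFD vs. ND in the authors' deposited table, 39 were down in HFD + *mol*-miR pool vs. HFD and 19 not regulated in HFD + *mol*-miR pool vs. ND, and 6 genes were down in HFD vs. ND and up in HFD + *mol*-miR pool vs. HFD. Among the family genes, the authors' deposited table has 10 up and 1 down in HFD vs. ND, and among the tumorigenesis genes 11 up and 1 down in HFD vs. ND, and 1 up and 11 down in HFD + *mol*-miR pool vs. HFD. The log2 fold changes that reversed to rises in HFD vs. ND in the authors' deposited table were those of Lep (5.80), Retn (6.06), Gata2 (5.71), Gata3 (5.47), Klf2 (5.27), Ppara (1.25), Ppard (1.83), Wnt3a (5.57), Wnt5a (3.62), Wnt10b (5.31), Insr (2.29) and Dlk1 (6.82), and those that reversed to falls were Irs1 (-1.33), Taz (-1.07) and Srebf1 (-1.04). In HFD + *mol*-miR pool vs. HFD, the authors' deposited table reversed Lep (-4.89), Retn (-6.13), Gata2 (-4.84), Gata3 (-5.44), Klf2 (-4.93), Ppara (-1.91), Ppard (-1.61), Wnt3a (-4.93), Wnt5a (-3.03), Wnt10b (-4.01), Insr (-0.96), Cfd (-2.77) and Dlk1 (-5.01) to falls and Slc2a4 (0.31) to a rise. In HFD + *mol*-miR pool vs. ND, the authors' deposited table reversed Lep (0.92), Klf2 (0.33), Shh (0.70), Wnt1 (0.16) and Sirt3 (-0.42), and in ND + *mol*-miR pool vs. ND, Vdr (0.36), Retn (0.59), Lrp5 (0.11) and Ddit3 (-0.032).

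Of the alternatives chosen after seeing the data, Hprt alone as the reference gave 10 upregulated genes in HFD vs. ND, 43 upregulated and 5 downregulated genes in HFD + *mol*-miR pool vs. HFD, 3 genes up in HFD vs. ND and down in HFD + *mol*-miR pool vs. HFD, 4 genes up in HFD vs. ND and not regulated in HFD + *mol*-miR pool vs. ND, and 2 upregulated family genes in HFD vs. ND, and reversed Ppard in HFD + *mol*-miR pool vs. HFD (-0.15). The mean of Hprt, Hsp90ab1 and Gapdh gave 6 upregulated genes in HFD vs. ND, of which 2 were not regulated in HFD + *mol*-miR pool vs. ND. The authors' deposited table with limits of 2 and 0.5 gave 44 genes up and 8 down in HFD vs. ND, 3 down in HFD + *mol*-miR pool vs. ND, 8 up and 39 down in HFD + *mol*-miR pool vs. HFD, and 17 up and 1 down in ND + *mol*-miR pool vs. ND. With the same limits, the authors' deposited table has 38 genes up in HFD vs. ND and down in HFD + *mol*-miR pool vs. HFD, 30 up in HFD vs. ND and not regulated in HFD + *mol*-miR pool vs. ND, 6 down in HFD vs. ND and up in HFD + *mol*-miR pool vs. HFD, 10 family genes up and 1 down in HFD vs. ND, and 11 tumorigenesis genes up and 1 down in HFD vs. ND, with 1 up and 11 down in HFD + *mol*-miR pool vs. HFD. A further alternative was the restriction to genes with a Ct at least 3 cycles earlier than the genomic DNA control in both samples. It leaves 21 genes in each comparison with ND and 65 in HFD + *mol*-miR pool vs. HFD. It gave 1 gene up and 8 down in HFD vs. ND, and 5 up and 1 down in HFD + *mol*-miR pool vs. ND. In HFD + *mol*-miR pool vs. HFD 53 were up and 0 down, and in ND + *mol*-miR pool vs. ND 0 were up and 1 down. With this restriction, 7 genes were down in HFD vs. ND and up in HFD + *mol*-miR pool vs. HFD, and 2 of the 3 family genes left were down in HFD vs. ND. It left no tumorigenesis gene to count in HFD vs. ND, so it gives no value there. Of the 9 left in HFD + *mol*-miR pool vs. HFD, 7 were up and 0 down, Shh being left out. The percentile of the median log2 fold change of the predicted murine targets among random lists moved from 80.2 to 0.57 with the deposited fold changes.

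For the changes with the authors' deposited table, an exchange of diet names was tested and is described under Other observations. Apart from this and the restrictions that leave out genes, the cause was not tested for any of these changes.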

Differences from the paper's values

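No test was made here, and the deposited fold changes with limits of 2 and 0.5, the restriction by the genomic DNA control, Hprt alone and the mean of Hprt, Hsp90ab1 and Gapdh were chosen after seeing the values.

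In HFD vs. ND, the paper counts 45 upregulated and 7 downregulated genes, and 3 and 61 were calculated from the Ct values with the samples as labelled. For HFD + *mol*-miR pool vs. ND, the paper counts 3 downregulated genes, against 45 calculated here. For HFD + *mol*-miR pool vs. HFD, the paper counts 39 downregulated and 8 upregulated genes, against 1 and 71. Of the alternatives set before the data were examined, the deposited fold changes brought these 5 counts within 1.5 times the paper's (48, 8, 3, 39 and 10), and the median Ct of the detected genes did so for the upregulated genes in HFD vs. ND alone (35). The other references, Ct limits, filters and fold change limits did so for none of the 5. A count near the paper's does not show that the same genes are counted. With the median Ct, Lep, Retn, Gata2, Gata3, Klf2, Wnt3a, Wnt5a and Wnt10b were lower in the sample labelled HFD, whereas the paper has them raised. For the upregulated genes in HFD + *mol*-miR pool vs. ND, where the paper counts 16 and 12 were calculated here, the authors' deposited table has 34. With limits of 2 and 0.5, chosen after seeing the values, the authors' deposited table has 44 and 8 genes in HFD vs. ND, 16 and 3 in HFD + *mol*-miR pool vs. ND, and 39 down and 8 up in HFD + *mol*-miR pool vs. HFD. With the mean of Hprt, Hsp90ab1 and Gapdh as the reference, also chosen after seeing the values, 16 genes were upregulated in HFD + *mol*-miR pool vs. ND. The fold changes behind this equal count differ, since with that reference and the samples as labelled 0 of 83 genes matched the deposited values within 0.01 (log2). The restriction to genes with a Ct at least 3 cycles earlier than the genomic DNA control in both samples, chosen after seeing the values, gave 8 downregulated genes in HFD vs. ND.

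Supplementary Tables 3 and 4 of the paper give fold changes for single genes. In HFD vs. ND, the paper's fold change of Lep is 55.8699 and the one calculated here 0.0147. The paper's value for Retn is 66.7641, against 0.0123 here, for Gata2 52.3457 against 0.0157, for Gata3 44.2008 against 0.0186, and for Klf2 38.4524 against 0.0214. For Ppara the paper gives 2.3784 and 0.345 was calculated here, for Ppard 3.5578 and 0.231, for Wnt3a 47.4061 and 0.0173, for Wnt5a 12.295 and 0.0668, and for Wnt10b 39.7257 and 0.0207. The paper's value for Insr is 4.9041, against 0.167, for Dlk1 112.9077 against 0.00727, and for Irs1 0.3989 against 2.06.

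In HFD + *mol*-miR pool vs. HFD, the paper's fold change of Lep is 0.0338 and the one calculated here 5.14. The paper's value for Retn is 0.0143, against 3.47 here, for Gata2 0.035 against 5.66, for Gata3 0.0231 against 6.19, and for Klf2 0.0328 against 2.53. For Ppara the paper gives 0.2655 and 3.66 was calculated here, for Ppard 0.3281 and 1.58, for Wnt3a 0.0329 and 5.97, for Wnt5a 0.1222 and 3.605, and for Wnt10b 0.062 and 5.07. The paper's value for Dlk1 is 0.0311, against 12.8, for Cfd 0.1466 against 175, for Shh 0.1472 against 0.0471, and for Agt 0.5274 against 0.801.

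In HFD + *mol*-miR pool vs. ND, the paper's fold change of Lep is 1.8895 and the one calculated here 0.0756, that of Retn 0.9526 against 0.0427, that of Klf2 1.2605 against 0.0540, that of Cfd 1.8987 against 11.1, and that of Shh 1.629 against 0.00350. In ND + *mol*-miR pool vs. ND, the paper's value for Retn is 1.5035, against 0.248, for Vdr 1.2873 against 0.184, for Irs1 1.2669 against 7.06, and for Cfd 1.0551 against 6.34. Of the alternatives set before the data were examined, the deposited fold changes equalled the paper's value in each of these 36 cases. The median Ct of the detected genes closed the gap for Ppara in HFD vs. ND (2.22), and Gusb alone (0.617) and Hsp90ab1 alone (0.468) closed it for Agt. The other alternatives set before the data were examined closed none of these gaps. Hprt alone and the mean of Hprt, Hsp90ab1 and Gapdh, chosen after seeing the values, also closed it for Agt, with log2 fold changes of -1.12 and -0.51.

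The colour scale of the heat map for HFD + *mol*-miR pool vs. ND ends at about 1.9 in Fig. 5E, read by eye, and the largest absolute log2 fold change calculated here was 8.16. The deposited fold changes closed this gap (1.88), and the other alternatives set before the data were examined did not. For HFD + *mol*-miR pool vs. HFD the colour scale ends at about 2.3 in Fig. 5F, read by eye, against 7.45 calculated here, and none of the alternatives set before the data were examined closed the gap (6.13 with the deposited fold changes).

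The paper describes the genes raised in HFD livers as all lowered by the *mol*-miR pool. From the Ct values, 0 of the 3 genes above 1.5 in HFD vs. ND had a fold change below 1 in HFD + *mol*-miR pool vs. HFD. In the authors' deposited table 47 of 48 do, and 39 of them are below 0.5. The paper has the tumorigenesis genes raised by the HFD and lowered by the *mol*-miR pool, whereas from the Ct values 12 of 12 were lower in the sample labelled HFD than in the sample labelled ND and 11 were higher with the pool, 9 of them above 1.5. The paper describes the expression pattern of the HFD + *mol*-miR pool livers as like that of the ND livers, and from the Ct values 27 of the 84 genes were not regulated between the samples so labelled.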

Other observations

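The tests of exchanged diet names were chosen after the result was seen, and those on the genes with raised expression and on the predicted targets were set before the data were examined.

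In HFD vs. ND, the fold changes in the authors' deposited table ran opposite to those calculated from the Ct values with the columns as named. Across the 83 genes compared, which are not independent replicates, the correlation of the log2 fold changes in HFD vs. ND was -0.65. It was weaker in HFD + *mol*-miR pool vs. ND (-0.268) and HFD + *mol*-miR pool vs. HFD (-0.352). In ND + *mol*-miR pool vs. ND it was 0.025, so the values did not run opposite there. With the diet names exchanged, the correlations were 0.65, 0.501, 0.373 and 0.157 in the same order. For HFD vs. ND the exchange only turns the sign of each ratio, so 0.65 follows from -0.65 and is not a further test. For each of the 4 comparisons, the ratios in the authors' deposited table were set against those of all 12 ordered pairs of samples with each of the 31 subsets of the reference genes, 372 combinations in all. With the mean of Hprt, Hsp90ab1 and Gapdh and the diet names exchanged, the ratios in the authors' deposited table were matched within 0.01 (log2) for 64 of 83 genes in HFD vs. ND, 34 of 83 in HFD + *mol*-miR pool vs. ND, 31 of 84 in HFD + *mol*-miR pool vs. HFD and 27 of 82 in ND + *mol*-miR pool vs. ND. The comparison of the pool on one diet then corresponds to the samples labelled with the other diet. No other pair of samples matched more than 3 genes with any subset, and with the columns as named and the mean of Hprt, Hsp90ab1 and Gapdh 0 genes were matched in each comparison. For HFD + *mol*-miR pool vs. HFD, the subset of Gusb, Hsp90ab1, Gapdh and Actb also matched 31 genes. A candidate explanation is that the diet names differ between the 2 deposited tables. The data do not show which of the tables carries the names of the livers, and with the names exchanged the genes of high fold change in the authors' deposited table would be higher in the HFD livers. No biological explanation was tested.

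Exchanged names leave 19, 49, 53 and 55 genes of the 4 comparisons unmatched, in the order above. Of these, 11, 6, 10 and 10 genes differed from the ratio with exchanged names by a whole number of cycles within 0.01, where 0.38, 0.98, 1.06 and 1.1 would be expected by chance. In HFD vs. ND the difference was 1 cycle for 2 genes, 2 cycles for 4 genes, 3 cycles for 4 genes and 8 cycles for Wnt1. The Ct that the ratio in the authors' deposited table implies for the first sample of a comparison, with the names exchanged and given the Ct of the second sample, was within 0.01 of a whole number for 2 of the 19 unmatched genes in HFD vs. ND, for 21 of 49 in HFD + *mol*-miR pool vs. ND and for 24 of 55 in ND + *mol*-miR pool vs. ND, against 0.38, 0.98 and 1.1 expected by chance. Among the matched genes of these comparisons, the deposited Ct was that close to a whole number for 3 of 64, 0 of 34 and 0 of 27. The fold changes in the authors' deposited table are related to each other as ratios of the same values, since the product of HFD vs. ND and HFD + *mol*-miR pool vs. HFD differs from HFD + *mol*-miR pool vs. ND by at most 0.00322 (log2). Lep, Retn, Gata2, Gata3, Klf2, Ppara, Wnt3a, Wnt5a and Wnt10b were matched with exchanged names in HFD vs. ND. In HFD + *mol*-miR pool vs. HFD all of them were among the unmatched genes. Exchanged names therefore do not account for the deposited values of these genes in that comparison. No explanation of these values was tested.

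For the genes with raised expression in HFD vs. ND, technical explanations were set out before the data were examined. From the Ct values only 3 genes were raised, so the tests were made on the 48 genes above 1.5 in the authors' deposited table. At the Ct limit in the sample labelled HFD were 0 of the 48, so a ceiling of the Ct values does not account for them. In the sample labelled ND, 30 of the 48 were in the part of the array with the higher Ct. Since 55 of the 84 genes lay within 2 cycles of the genomic DNA control in that sample, this Ct does not rank the genes by abundance, and in the sample labelled HFD the median Ct was 29.3 for the 48 genes and 25.8 for the others. Whether the change was confined to genes of low abundance cannot be told. The positive PCR controls differed by 3.769 cycles between the samples labelled HFD and ND, a value from 2 wells and 1 well. The reference genes of the same plates differed by -0.64 to 1.07 cycles, which goes against a loss of efficiency of that size over the whole plate, and a smaller one cannot be told apart because the reverse transcription controls gave no Ct in these samples. Both HFD vs. ND and HFD + *mol*-miR pool vs. HFD use the HFD sample, and with 1 sample an error in it would move the comparisons in opposite directions.

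Lower expression with the *mol*-miR pool might come from *mol*-miRs acting on their predicted targets, which would place the median log2 fold change of the targets below that of nearly all random lists. The 41 predicted murine targets among the 61 genes of Supplementary Table S2 had a median log2 fold change of 1.46 in HFD + *mol*-miR pool vs. HFD, against 1.09 for the other 20 genes, at percentile 80.17 of 10000 random lists matched on mean Ct. The targets were therefore not lower than other genes with the samples as labelled. The percentile was 88.8 for the 19 genes of Table 3 and 93.1 with random lists that were not matched. With the fold changes of the authors' deposited table, a choice made after seeing the data, the median was -1.10 for the targets and 0.06 for the others, at percentile 0.57. The outcome therefore depends on which of the deposited tables is used.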
